# Exposure to the gut microbiota drives distinct methylome and transcriptome changes in intestinal epithelial cells during postnatal development

**DOI:** 10.1186/s13073-018-0534-5

**Published:** 2018-04-13

**Authors:** Wei-Hung Pan, Felix Sommer, Maren Falk-Paulsen, Thomas Ulas, Lena Best, Antonella Fazio, Priyadarshini Kachroo, Anne Luzius, Marlene Jentzsch, Ateequr Rehman, Fabian Müller, Thomas Lengauer, Jörn Walter, Sven Künzel, John F. Baines, Stefan Schreiber, Andre Franke, Joachim L. Schultze, Fredrik Bäckhed, Philip Rosenstiel

**Keywords:** Microbiota, Intestinal epithelial cell, Epigenetics, Methylation, Transcriptomics

## Abstract

**Background:**

The interplay of epigenetic processes and the intestinal microbiota may play an important role in intestinal development and homeostasis. Previous studies have established that the microbiota regulates a large proportion of the intestinal epithelial transcriptome in the adult host, but microbial effects on DNA methylation and gene expression during early postnatal development are still poorly understood. Here, we sought to investigate the microbial effects on DNA methylation and the transcriptome of intestinal epithelial cells (IECs) during postnatal development.

**Methods:**

We collected IECs from the small intestine of each of five 1-, 4- and 12 to 16-week-old mice representing the infant, juvenile, and adult states, raised either in the presence or absence of a microbiota. The DNA methylation profile was determined using reduced representation bisulfite sequencing (RRBS) and the epithelial transcriptome by RNA sequencing using paired samples from each individual mouse to analyze the link between microbiota, gene expression, and DNA methylation.

**Results:**

We found that microbiota-dependent and -independent processes act together to shape the postnatal development of the transcriptome and DNA methylation signatures of IECs. The bacterial effect on the transcriptome increased over time, whereas most microbiota-dependent DNA methylation differences were detected already early after birth. Microbiota-responsive transcripts could be attributed to stage-specific cellular programs during postnatal development and regulated gene sets involved primarily immune pathways and metabolic processes. Integrated analysis of the methylome and transcriptome data identified 126 genomic loci at which coupled differential DNA methylation and RNA transcription were associated with the presence of intestinal microbiota. We validated a subset of differentially expressed and methylated genes in an independent mouse cohort, indicating the existence of microbiota-dependent “functional” methylation sites which may impact on long-term gene expression signatures in IECs.

**Conclusions:**

Our study represents the first genome-wide analysis of microbiota-mediated effects on maturation of DNA methylation signatures and the transcriptional program of IECs after birth. It indicates that the gut microbiota dynamically modulates large portions of the epithelial transcriptome during postnatal development, but targets only a subset of microbially responsive genes through their DNA methylation status.

**Electronic supplementary material:**

The online version of this article (10.1186/s13073-018-0534-5) contains supplementary material, which is available to authorized users.

## Background

A tremendously complex and dynamic union of microorganisms inhabits the mammalian gastrointestinal tract and contributes to several aspects of host physiology, including metabolism, maturation of the immune system, cellular homeostasis, and behavior [1–3]. However, the commensal microbial communities within the host also represent a danger due to their potential for infection and overgrowth. Thus, mechanisms are in place to assure a healthy beneficial coexistence. Intestinal epithelial cells (IECs) take a central role as they line the gastrointestinal mucosa and build a physicochemical and immunological barrier to restrain the microbiota and prevent invasion [4, 5]. Interactions between the microbiota and the host, especially IECs, have therefore been studied intensively in the past decade [6–11]. Previous studies have shown that under normal homeostatic conditions the gut microbiota regulates the expression of about 10% of host genes [6]. Several mechanisms have been implicated in how the gut microbiota can drive these global changes in the host transcriptome. Transcriptional regulators such as NFκB (nuclear factor kappa-light-chain-enhancer of activated B cells) or CEBPB (CCAAT/enhancer-binding protein beta) may be engaged by the microbiota to modulate the expression of specific target genes [6, 12]. Additionally, the microbiota have the potential to modulate host epigenetic mechanisms and thereby regulate transcription more globally [13–18]. The microbially produced short-chain fatty acids (SCFAs) butyrate and propionate are potent inhibitors of histone deacetylase (HDAC) enzymes [14] and therefore may promote heterochromatin formation and increase transcriptional activity. However, global changes in the accessible chromatin landscape by the gut microbiota were not detected in a previous study [12]. Additionally, the intestinal microbiota may modulate DNA methylation, since microbially produced folate is an essential methyl donor during DNA methylation [16].

DNA methyltransferases (DNMT) catalyze the transfer of the methylation group from methionine to cytosine if it is followed by a guanine (CpG). DNMT1 maintains the methylation pattern during DNA replication [19] whereas DNMT3a and DNMT3b perform de novo methylation [20]. DNA methylation occurs predominantly at a series of two or more CpGs [21–23]. DNA methylation is thought to inhibit gene transcription, but recent data indicate that the functional consequences may be more complex [24] and depend at least partially on the location of the methylated site. If 5-methylcytosine is situated in close vicinity to a transcription start site, transcription of the downstream gene is mainly blocked [25]. In contrast, methylation of CpGs in the gene body may rather influence transcript elongation or splicing [26]. DNA methylation plays a key role during development and cellular differentiation function [25, 27]. DNA methylation is mostly erased during zygote formation and reprogrammed during development [28]. Yu and colleagues have shown that during postnatal development both the epithelial transcriptome and the DNA methylation landscape undergo fundamental reshaping [29]. The early neonatal period is a critical phase not only for the development of the intestinal tract but also for the establishment of the microbiota and proper maturation of the immune system [30, 31]. A series of reports established the presence of a window of opportunity based on observations that lack of exposure to environmental microbes during early development may lead to immunological defects and autoimmune diseases later in life [32–37]. Notably, colonization at a later stage fails to normalize these immunological defects. This persistence of microbiota-dependent regulatory signatures points to microbial imprinting through epigenetic mechanisms (possibly DNA methylation) that are long lasting once they are established [2, 17]. However, whether microbial colonization early in life alters the DNA methylation pattern and alongside the epithelial transcriptome during postnatal development and maturation of the gut epithelium remains largely unknown. To address this issue, we collected IECs from the small intestine of 1-, 4- and 12 to 16-week-old mice, which were raised in either the presence or absence of a microbiota to represent the infant, juvenile, and adult states of the epithelium and the intestinal flora. We then measured the methylation variable positions using reduced representation bisulfite sequencing (RRBS) and analyzed the epithelial transcriptome by RNA sequencing (RNA-Seq) to investigate the association between gene expression, alternative splicing, and differential DNA methylation in IECs during postnatal ontogeny.

## Methods

### Mice

C57Bl6/N female littermate mice were maintained under standard specific pathogen-free or germ-free (GF) conditions in the laboratory for experimental biomedicine at University of Gothenburg as described previously [38]. Mice were kept under a 12-h light cycle and fed autoclaved chow diet *ad libitum* (Labdiet, St Louis, MO, USA). Mice were sacrificed at three different stages: 1, 4 and between 12 to 16 weeks of age with *n* = 5 animals for each of the groups. Mice were killed by cervical dislocation and the small intestine removed for isolation of IECs. All animal protocols were approved by the Gothenburg Animal Ethics Committee.

### Isolation of IECs

IECs were isolated from small intestinal tissue using the Lamina Propria Dissociation Kit (Miltenyi BioTech, Bergisch Gladbach, Germany) according to the manufacturer’s protocol. In brief, intestinal epithelial cells were isolated by disruption of the structural integrity of the epithelium using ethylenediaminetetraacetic acid (EDTA) and dithiothreitol (DTT). Purity of individual IEC fractions was analyzed by flow cytometry on a FACS Calibur flow cytometer (B&D, Heidelberg, Germany) with Cellquest analysis software from Becton Dickinson. We used the Anti-EpCam-PE (clone G8.8, Biolegend, San Diego, USA) antibody for analysis of IEC purity.

### Transcriptional profiling by RNA sequencing

RNA was isolated from purified small intestinal IECs using the TRIZOL method. Briefly, 1 ml TRIzol was added to 50–75 mg pestle-homogenized tissue followed by vortexing, a 5-min incubation at room temperature, and addition of 200 μl chloroform. After mixing, further incubation at room temperature for 2–3 min and centrifugation (12.000 g) at 4 °C for 5 min, the clear supernatant was mixed with 500 μl isopropanol followed by incubation at room temperature for 10 min. After further centrifugation (12.000 g) at 4 °C for 10 min, the supernatant was discarded and the pellet washed with 1 ml cold 75% EtOH followed by vortexing and centrifugation (7.500 g, 4 °C, 5 min). The pellet was dried and dissolved in RNase-free water. RNA libraries were prepared using TruSeq v4 Kit (Illumina) according to the manufacturer’s instructions. All samples were sequenced using an Illumina HiSeq 2000 sequencer (Illumina, San Diego,CA) with an average of 23 million paired-end reads (2 × 125 bp) at IKMB NGS core facilities. We used TopHat 2 [39] and Bowtie 2 [40] to align reads. Reads were mapped to the mouse genome (MGI assembly version 10) using TopHat 2. Average alignment rate for RNA-seq was 83.3% (73.3–89.9%, median = 85.7%) and the expression count was normalized by library size. Gene expression values of the transcripts were computed by HTSeq [41]. DEseq2 [42] was used to determine differentially expressed genes. Genes were considered as significant differentially expressed if the adjusted *p* value (Benjamini–Hochberg (BH) multiple test correction method) was less than 0.05. Gene expression differences were visualized using MA plot [43], a modification of a Bland–Altman plot for visual representation of genome-wide functional genomic data. M represents the log fold change for gene expression (y-axis) and A represents the mean normalized counts (x-axis). We’ve set the ceiling/floor to 2 on log fold change (y-axis) to achieve an optimal visualization. PCA was performed using plotpca in the R package DEseq2 and Euclidian distance was measured. Transcription factor binding site analysis was carried out using the Innate DB database [44] with implementation of the hypergeometric algorithm and the BH multiple test correction method (BH-corrected *p* value < 0.05). Only expressed transcription factors were considered for the analysis (raw read count > 3). Gene Ontology (GO) analysis was performed using the GOrilla (gene ontology enrichment analysis and visualization) tool [45]. GO terms with false discovery rate (FDR) < 0.05 were considered significantly altered. All RNA-Seq data have been uploaded to the Gene Expression Omnibus (GEO) with accession number GEO:GSE94402.

### Co-expression network analysis

For the establishment of a gene co-expression network, we built the union of differentially expressed genes comparing always the conventionally raised specific pathogen-free (CONV-R) and GF conditions at the same time point. Expression values of these genes over all 30 samples were used for the co-expression analysis using BioLayout Express 3D [46]. Applying a correlation cutoff of 0.8 resulted in a co-expression network with 970 nodes (genes) and 34,437 edges. The calculated gene–gene pairs and their Spearman correlation coefficients were imported into Cytoscape using organic layout for visualization. Subsequently, we mapped condition fold changes (based on the comparison of each condition with the mean of all conditions) individually for each condition onto the network, to identify condition-specific topological differences between the conditions in the co-expression network. Gene groups were assigned based on the temporal and microbiota-dependent expression changes with the following specific criteria: group 1, expressed high (Z-score > + 1 in condition gene expression value normalized by the mean condition value) in W1, low (condition Z-score < − 1) in W4 + W12/16, independent of GF/CONV-R; group 2, expressed high in W12 CONV-R but low in W12 GF, normal (condition Z-score − 1 to + 1) in W1 and W4 CONV-R, low in W4 GF; group 3, expressed high in W12 CONV-R but low in W12 GF, low in W1 + W4; group 4, expressed high in W12 CONV-R but low in W12 GF, low in W1 + W4; group 5, expressed high in W12 GF but low in W12 CONV-R, high in W4 GF, low in W1 GF, W1 CONV-R, and W4 CONV-R; group 6, expressed high in W12 GF but low in W12 CONV-R, high in W4 GF, low in W4 CONV-R, normal in W1 GF + CONV-R.

### Transcript splicing analysis

Based on the updated genome annotation and our RNA-Seq data, we compared the alternative splicing events of each gene between CONV-R and GF in three stages. We used rMATS [47], which detects alternative splicing events such as skipped exons, alternative 5′ splice sites, alternative 3′ splice sites, mutually exclusive exons, and retained intron events. The events were identified as significantly different by choosing inclusion levels of |ΔPSI| ≥ 5% between CONV-R and GF at FDR q < 0.05.

### Reduced representation bisulfite sequencing

DNA was isolated from purified IECs using a DNeasy Blood & Tissue Kit (Qiagen) according to the manufacturer’s instructions. DNA libraries were sequenced at IKMB NGS core facilities using Illumina HiSeq 2500 sequencer (Illumina, San Diego, CA, USA) with an average of 127,000,000 single-end 50-bp reads. After removing adaptor sequences and low-quality tails, reads were mapped to the mouse genome (MGI version 10) using Bismark [48]. All CpG sites covered by less than five reads were removed along with SNPs specific to the C57BL/6 N strain (http://www.sanger.ac.uk/science/data/mouse-genomes-project). We used MethylKit [49] for gene category and CGI annotation and downloaded the gene information from Refseq. The average mapping efficiency of reduced representation bisulfite sequencing (RRBS) was 71.37% (63–78.28%, median = 70.73%). We used Dispersion shrinkage for sequencing data [50, 51] to identify differentially methylated loci based on a beta-binomial regression model with “arcsine” link function. Parameter estimation was based on transformed data with a generalized least square approach without relying on an iterative algorithm. One CONV-R W1 sample was excluded from the DNA methylation analysis due to failure of the bisulfite conversion. All RRBS data have been uploaded to GEO with accession number GEO:GSE94402.

### Integrated analysis screening for differentially methylated and expressed genes

For integrated analysis of gene expression and DNA methylation, we applied a hierarchical testing approach [52] to detect DNA methylation sites around the differentially expressed gene. To that end, we identified all CpG sites 5 kb up- and downstream of the transcription start site of the microbially regulated genes. Second, we combined the neighborhood methylation positions to methylation regions (maximum distance 200 bp). Those regions, which contained less than 20% CpGs (BH-corrected *p* value < 0.05), were excluded and all retained regions were considered as differentially methylated regions. FDR correction was performed on all CpGs of the retained regions (BH-corrected *p* value < 0.05). The R code used for the integrated analysis is included in Additional file 1. The circular visualization plot was constructed using the R package *circlize* [53].

### Functional network analysis for differentially methylated and expressed genes

To screen for functional networks among the differentially methylated and expressed genes (CONV-R versus GF) we employed the Functional Networks of Tissues in Mouse [54] prediction tool for mouse tissue-specific protein interactions, which integrates genomic data and prior knowledge of gene function. We used the small intestine tissue database and only kept edges with relationship confidence greater than 0.6.

### Validation of identified microbiota-dependent genes and differentially methylated positions

To validate our findings in an independent set of animals, we isolated DNA and RNA from small intestinal epithelial scrapings of 4- and 12-week-old GF and CONV-R C57Bl6 mice (*n* = 10 per group) from the gnotobiotic animal facility of the Max Planck Institute for Evolutionary Biology in Plön, Germany. Among all of the genes with differential expression and methylation, we selected 3 out of 34 for W4 (Bcl3, Nfix, Cacnali) and 5 out of 79 for W12/16 (Rcbtb2, Mmp14, Itga5, Cd74, Pik3cd) based on the following criteria for the validation experiment: BH-corrected *p* value among the most significant; fold change among the most differential; validated qPCR primers available in either published studies or public databases.

For qPCR analysis, 1 μg of total RNA was reverse-transcribed to cDNA according to the manufacturer’s instructions (MultiScribe Reverse Transcriptase; Applied Biosystems). qPCR was carried out using SYBR Select Master Mix (Applied Biosystems) according to the manufacturer’s instructions. Primer sequences are given in Additional file 2. Reactions were carried out on the 7900HT Fast Real Time PCR System (Applied Biosystems). Expression levels were normalized to β-actin.

Region and base-specific methylation information was obtained via Bisulfite Amplicon Sequencing. This protocol involved bisulfite conversion of sample DNA (EpiTect Bisulfite Kit, QIAGEN) followed by PCR-amplification of target differentially methylated position (DMP)-containing regions (EpiMark Hot Start Taq, NEB). Primer pairs were designed using “MethPrimer” [55] and target specificity was evaluated using “BiSearch” [56]. PCR amplicons were normalized using SequalPrep plates (ThermoFisher), pooled sample-wise, and subjected to NGS library preparation (Nextera XT, Illumina) according to the manufacturer’s instructions. Finally, the library pool was sequenced on a MiSeq platform (Illumina) with 150-bp, paired-end reads. Raw reads were trimmed for adapter and transposon sequences and only bases with a quality value below 30 were kept using Cutadapt 1.10. Reads were then mapped by Bismark 0.15.0 [48] with Bowtie 2.2.5 [40] to the mouse reference genome (mm10). Methylation ratios were extracted using Bismark and analyzed using R with the package bsseq [57].

## Results

### The gut microbiota and chronological age determine the epithelial transcriptome during postnatal development

To investigate potential effects of the gut microbiota and postnatal development on dynamic host epigenetic signatures and changes in the transcriptional profiles of the epithelial cells, we isolated DNA and RNA from IECs of conventionally raised and germ-free C57BL6 female mice (*n* = 5 per group) at three different stages during postnatal development—week 1, week 4, and week 12/16 (W1, W4, W12/16)—representative of the infant, juvenile, and adult states (Fig. 1a), respectively. RNA and DNA were isolated and subjected to RNA-Seq and RRBS to assess global mRNA expression and DNA methylation profiles, respectively (Fig. 1b). 

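RNA-Seq counts were analysed for 30 female mice, 5 in each of the 6 groups formed by the stages W1, W4 and W12/16 and by CONV-R or GF status. W1 mice were 1 week old, W4 mice 4 weeks and W12/16 mice between 12 and 16 weeks. Their IECs came from the distal small intestine. The authors aligned the reads with TopHat2 and Bowtie2 and counted them per gene with HTSeq. They deposited these counts without normalization, listing the same Ensembl genes for each mouse. At W1 the reads counted on genes ranged from 7877679 to 10794079 with a median of 9128262 in CONV-R mice, and from 8793874 to 11341840 with a median of 10946796 in GF mice. W4 libraries held 6806744 to 8686751 with a median of 7765504 (CONV-R) and 5831219 to 9362318 with a median of 7357678 (GF), and W12/16 libraries 6506852 to 9348040 with a median of 7744978 (CONV-R) and 7088293 to 9013807 with a median of 8538566 (GF). For the values given here, the counts were scaled by TMM and tested with edgeR quasi-likelihood, in 1 fit of all 30 libraries with a coefficient for each group. Genes that passed the filter on low counts were tested, every test was two-sided, and p was adjusted by Benjamini-Hochberg over all genes tested. A gene was called regulated at an adjusted p under 0.05 and a fold change over 2 in either direction. Log2 fold changes are CONV-R over GF, so that a positive value is higher in CONV-R mice. Levels of single genes are TMM-scaled CPM, as mean ± SD over mice, and gene coordinates are those of GRCm38. Counts were also simulated with the gene dispersions of the fit of all 30 libraries, with 200 of 13585 genes changed at W4. At an adjusted p under 0.05 alone, without the fold-change threshold, 89.0% of the changed genes were recovered, and 2.73% of the calls were false.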

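Of the genes listed for each mouse, 23137 had at least 1 count in the 30 RNA-Seq libraries and 13692 passed the filter on low counts in edgeR. RRBS data were analysed for 29 of the mice. A cytosine of a CpG was taken as a covered site of a library at 5 reads or more, with the cytosines of the opposite strands listed as separate sites. By that measure 2190736 sites were covered in at least 1 RRBS library, 1384596 in at least 10, 761613 in at least 20 and 774 in all 29. With a minimum of 10 reads, 584 sites were covered in all 29 libraries.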

After quality control and data pre-processing, 21,619 gene transcripts and approximately 1.3 million methylation sites remained, which were employed in further downstream analyses.

**Fig. 1:**
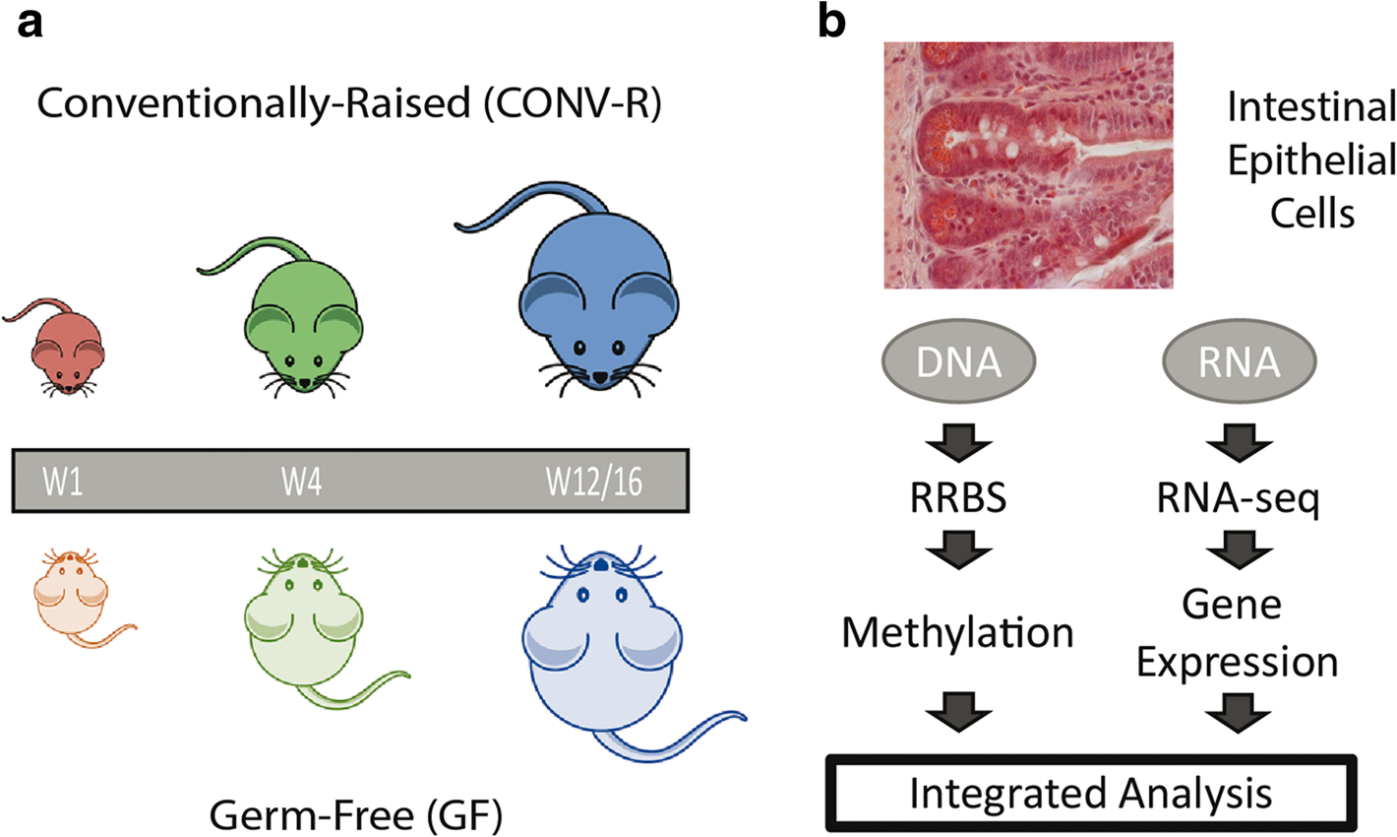
Experimental study design. **a** Mice that were raised conventionally (*CONV-R*) or germ-free (*GF*) were sacrificed at three developmental stages: 1 week, 4 weeks, and between 12 and 16 weeks of age. **b** Intestinal epithelial cells (IECs) from the distal small intestine were collected. DNA and RNA were isolated and gene expression and DNA methylation analyzed by RNA-seq and RRBS, respectively

First, we performed principal component analysis to visualize the global distribution of samples based on the expression data of the 21,619 transcripts. 

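Principal components were computed here from the 13692 genes that passed the filter, after the variance-stabilising transformation of DESeq2 over all 30 libraries. The computation was repeated on the 500 genes of highest variance, on log2 CPM with a prior count of 2, and with each library left out in turn. The third component held 6.73% of the variance.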

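The squared distances between the 30 libraries, on the variance-stabilised scale, were divided into the part between groups and the part within them. Developmental stage accounted for 76.5% of the sum over all libraries. This share was 90.5% on the 500 genes of highest variance and 73.6% on log2 CPM. Among the 10 libraries of a stage, microbial status accounted for 23.8% at W1, 42.7% at W4 and 50.8% at W12/16. Exact permutation over the 252 splits of each stage into 5 and 5 libraries gave a one-sided p of 0.0318 at W1 and of 0.00794 at W4 and at W12/16, which is the smallest value these splits can give. At W1 the share on the 500 genes was 21.6% (exact permutation p = 0.0714), and leaving out CONV-R 2 or any of GF 2 to GF 5 likewise moved p above 0.05, to between 0.0556 and 0.0714.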

Samples were clustered according to both the developmental stage and microbial status (Fig. 2a). The first principal component explained 63% variation and separated samples from W1 and the other two stages, W4 and W12/16, indicating that gene expression changed dramatically during maturation of IECs, especially in the early postnatal period. 

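The first component held 71.5% of the variance of the 13692 genes. Its share rose to 87.4% on the 500 genes of highest variance and was 67.3% on log2 CPM. The 10 W1 libraries lay at or above 57.1 on this component, and the libraries of W4 and W12/16 at or below -15.2.

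**Figure D1:**
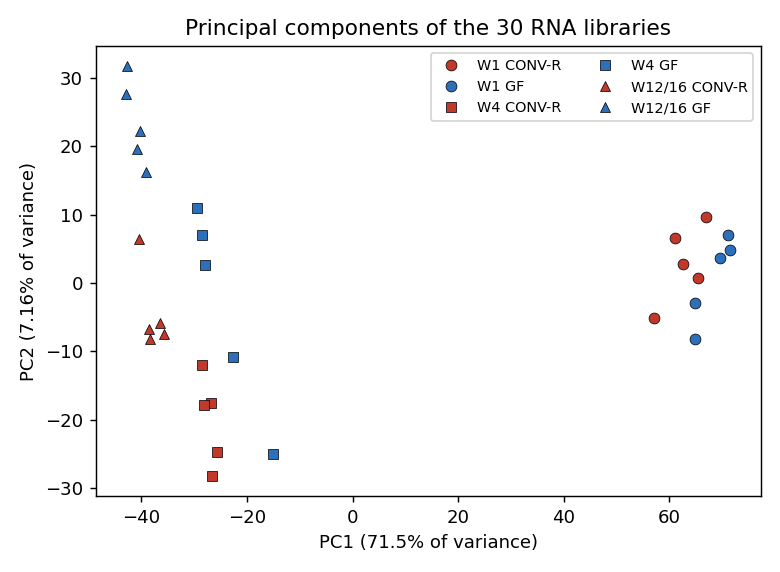
First and second principal component of the 30 RNA-Seq libraries, from variance-stabilised counts of 13692 genes. Each point is 1 mouse, with the stage and status shown by symbol and colour.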

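Along the second component, which held 7.16% of the variance, the W4 libraries ran from -28.2 to -11.9 in CONV-R and from -25.1 to 11.0 in GF mice. The W12/16 libraries ran from -8.11 to 6.41 in CONV-R and from 16.2 to 31.7 in GF mice. At W1 the ranges were -5.14 to 9.65 in CONV-R and -8.18 to 7.06 in GF mice.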

The second principal component explained 8% of variation and separated W4 and W12/16 but also CONV-R and GF within a single developmental stage (Fig. 2a). Notably, the distance between CONV-R and GF samples increased along with time from W1 to W12/16. 

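Over all components, the centres of the CONV-R and GF libraries were 22.1 apart at W1, 36.8 at W4 and 41.7 at W12/16. With each library left out in turn, the distance ranged from 20.7 to 25.5 at W1, from 36.6 to 38.6 at W4 and from 39.1 to 44.2 at W12/16. On the first and second component alone, the distances were 6.08, 17.2 and 28.0. On that plane 1 library decided the order of the stages, as the distances without W12/16 GF 4 were 6.28, 4.57 and 9.48.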

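At W1, edgeR called 42 genes higher and 10 lower in CONV-R mice (0.380% of the genes tested). The calls at W4 were 319 genes higher and 260 lower (4.23%), and at W12/16 559 of 956 were higher (6.98%). All 5 CONV-R libraries lay on the same side of all 5 GF libraries for 782 of the genes tested at W1, 1978 at W4 and 3196 at W12/16, where chance alone gives 0.794% of genes. Of the called genes this held for 24, 372 and 476. Without the fold-change threshold the totals were 828, 3182 and 4677 genes. In fits of the libraries of 1 stage they were 31, 435 and 612, and with the replicate number as a block in these fits, an alternative chosen after seeing the data, 1, 464 and 634. Leaving out a W1 library gave from 33 genes without CONV-R 2 to 121 without CONV-R 5, with 80 without CONV-R 1. DESeq2 called 56, 636 and 1051 genes at the same thresholds. 4 genes were called at every stage, while W1 shared 11 genes with W4 (6 in the same direction) and 13 with W12/16 (5 in the same direction), and W4 shared 230 with W12/16 (219 in the same direction).

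**Figure D2:**
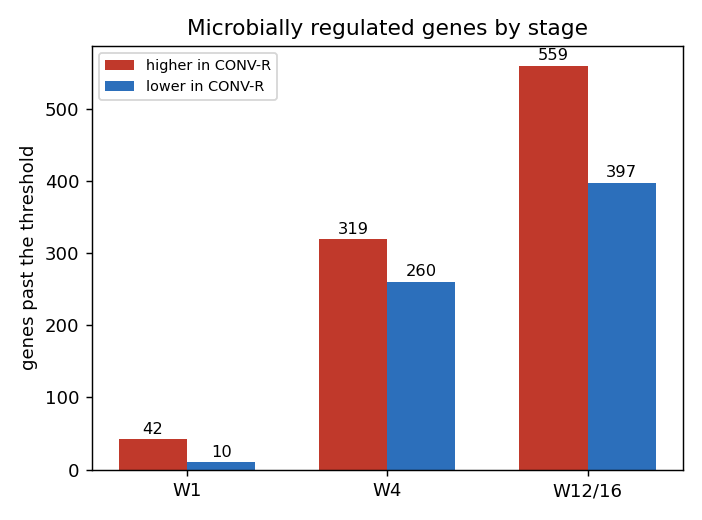
Genes called higher or lower in CONV-R mice at each stage by edgeR quasi-likelihood, at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2, with 5 mice per group.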

We detected 56 (0.3%) microbially regulated genes in W1 (differentially expressed in CONV-R vs GF comparison with BH-corrected *p* value < 0.05 and absolute fold change > 2), 614 (2.8%) in W4 and 1084 (5.0%) in W12/16 (Additional files 3 and 4). Moreover, the expression differences between CONV-R and GF (fold change) of the microbially regulated genes also increased with time (Additional files 3 and 5). Thus, ontogeny (developmental stage) and to a lesser extent bacterial status determine the epithelial transcriptional profile during postnatal development.

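The median size of the log2 fold change of the genes called was 1.27 at W1, 1.44 at W4 and 1.43 at W12/16. With the prior of DESeq2 on fold changes it was 1.24, 1.39 and 1.40. Over all 13692 genes tested, called or not, the medians were 0.16, 0.21 and 0.26. Among the genes called at W1 whose groups do not overlap, the largest rises were those of *Sfrp5* (ENSMUSG00000018822, chromosome 19: 42197971-42202252) with a log2 fold change of 2.42, *Apba1* (ENSMUSG00000024897, chromosome 19: 23758887-23949596) with 2.02 and *Gm26802* (ENSMUSG00000097266, chromosome 7: 19298260-19300770) with 1.90. The largest falls at W1 among such genes were those of *Chac1* (ENSMUSG00000027313, chromosome 2: 119351229-119354381), *Caps2* (ENSMUSG00000035694, chromosome 10: 112163621-112216555) and *Defa30* (ENSMUSG00000074444, chromosome 8: 21134642-21135598), at -2.59, -2.05 and -1.50, and reads of *Defa30* can be shared with other defensin genes. *Sfrp5* was lower in CONV-R mice at the later stages, at -1.84 and -1.27. In edgeR, *Sfrp5* lost its call at W12/16 without any of 6 libraries (adjusted p up to 0.0946), and *Gm26802* at W1 without CONV-R 2 or GF 2 (up to 0.0747).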

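At W4 the largest rises in CONV-R mice, again among called genes whose groups do not overlap, were those of *Saa1*, *Retnlb* (ENSMUSG00000022650, chromosome 16: 48816856-48818892) and *B3galt5* (ENSMUSG00000074892, chromosome 16: 96235801-96319859). *Retnlb* stood at 21.4 ± 10.3 CPM in CONV-R and 0.0244 ± 0.0546 CPM in GF mice (n = 5 each), and *B3galt5* at 99.9 ± 32.6 CPM in CONV-R and 0.963 ± 0.661 CPM in GF mice (n = 5 each). The largest falls at W4 among these were those of *Cdkl1* (ENSMUSG00000020990, chromosome 12: 69746848-69791267) with a log2 fold change of -3.93, *Cyp1a1* (ENSMUSG00000032315, chromosome 9: 57687928-57703824) with -3.75 and *Ky* (ENSMUSG00000035606, chromosome 9: 102505750-102546239) with -3.31. At W12/16 the largest rises among such genes, apart from *Saa1*, were those of the immunoglobulin heavy chain gene *Igha* (ENSMUSG00000095079, chromosome 12: 113254830-113260236) at 449 ± 573 CPM in CONV-R and 7.18 ± 3.74 CPM in GF mice and of *Jchain* (ENSMUSG00000067149, chromosome 5: 88519809-88527891) at 164 ± 214 CPM in CONV-R and 2.92 ± 1.71 CPM in GF mice (n = 5 each). The SD of *Igha* and of *Jchain* among the CONV-R mice was larger than their mean. *Gm16867* (ENSMUSG00000093954, chromosome 14: 69363504-69503362) fell the most of them at W12/16, from 49.7 ± 6.34 CPM in GF to 0.0218 ± 0.0487 CPM in CONV-R mice, whose 5 libraries held 1 count of this gene in total. *Plekhh2* (ENSMUSG00000040852, chromosome 17: 84511895-84622138) and *Npr3* (ENSMUSG00000022206, chromosome 15: 11839896-11907287) had 0 counts in all 5 W12/16 CONV-R libraries, against 0.472 ± 0.303 and 0.437 ± 0.165 CPM in GF mice. *Dmbt1* (ENSMUSG00000047517, chromosome 7: 131032053-131121630) was higher in CONV-R mice at W1, W4 and W12/16, with log2 fold changes of 1.48, 3.27 and 1.81. *4930534D22Rik* (ENSMUSG00000097761, chromosome 3: 131302643-131316661) rose at W1 with a log2 fold change of 1.13, and its value was -1.49 and -1.40 later. At W1 *4930534D22Rik* lost its call without any of 7 libraries (adjusted p up to 0.145 in edgeR) and *Dmbt1* without CONV-R 4 (adjusted p = 0.0527). Both also lost it in the fit of the W1 libraries alone, and *4930534D22Rik* without the filter on low counts and with the replicate number as a block.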

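Tested directly with edgeR, the log2 fold change of CONV-R over GF differed between W4 and W1 for 2250 genes at a Benjamini-Hochberg adjusted p under 0.05. It differed for 3850 genes between W12/16 and W1 and for 1989 between W12/16 and W4. The median size of these differences was 0.63, 0.60 and 0.64 on the log2 scale. Over all 13692 genes tested, past the threshold or not, it was 0.25, 0.33 and 0.28. The balance of directions depended on the scaling, as 877 of the 1989 genes had a more positive value at W12/16 than at W4, against 757 of 2224 in DESeq2 and 695 of 2013 with the size factors of DESeq2 in edgeR. Between W12/16 and W1 the numbers were 1900 of 3850, against 1633 of 3902 in DESeq2 and 1518 of 3709 with the size factors. From the separation of the stages on the leading component, the smaller separation of CONV-R from GF libraries and the numbers of regulated genes, the paper concludes that stage weighs more than bacterial status in the transcriptome.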

**Fig. 2:**
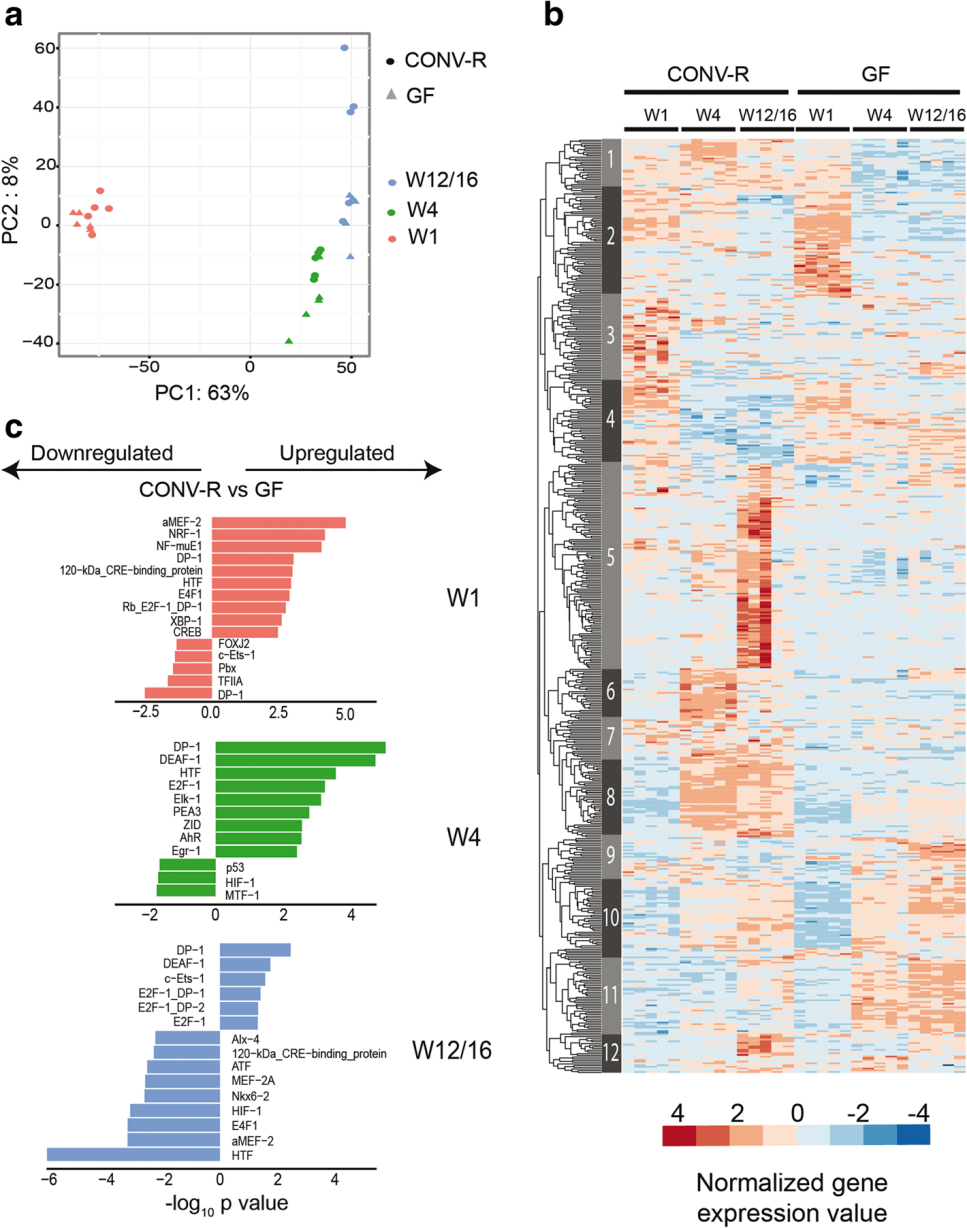
Microbial effects on the host epithelial transcriptome during postnatal development. **a** Principal component analysis displaying overall gene expression profiles across all samples. The first dimension explained 63% variation and separated W1 and the other two stages. The second dimension explained 8% variation and separated both W4 versus W12/16 and samples of a stage for their microbiota status. **b** Transcription factor binding sites enriched among microbially regulated genes (differentially expressed in CONV-R vs GF) for each of the three developmental stages. The bar plot depicts the 15 most significantly enriched transcription factors of either up- or downregulated genes. All *p* values were corrected for multiple testing using the Benjamini–Hochberg method. **c** Hierarchical clustering of microbially regulated genes identified 12 groups with specific expression profiles, e.g., group 3 genes that were repressed by the presence of the microbiota at W4 and W12/16 or conversely group 8 genes induced by the microbiota

To gain insights into the biological functions of the microbially regulated genes during postnatal development, we employed Gene Ontology (GO) enrichment analysis on the differentially expressed genes in the three developmental stages. Supporting previous publications, enriched GO terms included mainly immune response-related or metabolic functions (Additional file 6).

We also tested whether postnatal and microbial status affected alternative splicing events. Overall, distribution of the splicing events did not differ significantly between CONV-R and GF mice or among the three developmental stages (Chi-squared test, *p* value = 0.99; Additional file 7). However, few distinct signatures were detectable that differentiated CONV-R from GF mice; for example, a higher number of microbiota-dependent intron retention events (2.3-fold higher, BH-corrected *p* value = 0.006, Chi-squared test with Yates continuity correction) in W1 compared to W4 or W12/16 (Additional files 7 and 8).

Next, we employed transcription factor binding site enrichment analysis among the promoters of microbially regulated genes to investigate the regulatory networks that underlie the microbiota-induced transcriptome alterations [58]. Interestingly, the transcriptional regulators most enriched among promoters of microbially regulated genes were unique to W1 whereas W4 and W12/16 shared several transcription factors (Fig. 2b). For example, in W1 the motif of the transcription factor XBP1, which functions in endoplasmic reticulum stress, cellular proliferation, and differentiation and protects from intestinal inflammation [59–61], was enriched in the promoters of genes upregulated by the microbiota. In W4 and W12/16 sites predicted to bind the transcription factor HIF1, which functions in mediating hypoxia effects and regulates metabolism and immune responses [62–64], were overrepresented among downregulated genes.

To identify co-regulated patterns of transcripts modulated by the microbiota we selected the 200 most significant genes regulated by microbial state at each of the three developmental stages, created the union of these genes (*n* = 547 genes), and performed hierarchical clustering analysis (depicted in the heatmap graph in Fig. 2c). 

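Among the genes at an adjusted p under 0.05 in edgeR, without a fold-change threshold, the 200 of lowest p at each of the 3 stages formed a union of 552 genes. Ranking the same genes by the size of the log2 fold change gave 520.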

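For the changes from W1 to W4 and from W4 to W12/16, taken in CONV-R and in GF mice, the first 200 genes of each comparison formed a union of 579 genes, or of 531 when ranked by the size of the change.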

A similar analysis was performed based on the selection of developmentally regulated genes for the two bacterial conditions CONV-R and GF (*n* = 553 genes; Additional file 9). The analyses revealed both a microbial imprint (e.g., clusters 2, 3, 4, 8, 11 in Fig. 2c) as well as a developmental effect (e.g., clusters 8, 10 in Fig. 2c) irrespective of the presence of bacteria. However, while the impact of postnatal development stage is clearly detectable in the visualization of microbially regulated genes (Fig. 2c), the influence of the presence of microbiota is less pronounced in the signature of the developmentally regulated genes. These data therefore support the previous finding that endogenous ontogenetic programs have a larger impact on the epithelial transcriptome compared with environmental cues from the commensal microbiota. 

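In the union of microbially regulated genes, stage accounted for 46.9% of the variance between the 30 libraries and microbial status for 16.3%, and the 6 groups together for 85.8%. Ranked by the size of the change, the shares of stage and status were 46.6 and 14.4%. No test was run on these shares, since the genes were chosen on the same libraries.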

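In the union of developmentally regulated genes, stage accounted for 80.4% of the variance and microbial status for 4.17%, with 92.5% for the 6 groups together. The ranking by the size of the change gave 76.1 and 3.91%.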

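By the thresholds used for microbial regulation, edgeR called 3178 genes between W1 and W4 in CONV-R mice (1169 rising, 2009 falling) and 3262 in GF mice (1343 rising, 1919 falling). Between W4 and W12/16 it called 912 genes in CONV-R (625 rising) and 727 in GF mice (453 rising). Leaving out any 1 library gave between 3157 and 3433 genes for the earlier interval, and between 817 and 980 in CONV-R and 528 and 904 in GF mice for the later one. DESeq2 called 3795 and 1066 genes in CONV-R mice, and 3961 and 843 in GF mice.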

Cluster 8 contains microbially responsive genes that mainly have functions in immune responses and are induced by the microbiota and the effect increases during development (Fig. 2c). Notably, genes of this cluster include *Duox2* (dual oxidase 2), *Reg3g* (regenerating islet-derived protein 3 gamma), *Nos2* (inducible nitric oxide synthase), *Saa1* (serum amyloid A-1), and *Saa2*, which have been reported previously as microbially induced in IECs [6]. 

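*Duox2* (ENSMUSG00000068452, chromosome 2: 122279247-122298449) stood at 7.20 ± 0.887 CPM in CONV-R and 3.35 ± 1.17 CPM in GF mice at W1, 583 ± 93.9 CPM in CONV-R and 74.6 ± 15.1 CPM in GF mice at W4 and 1065 ± 362 CPM in CONV-R and 115 ± 24.9 CPM in GF mice at W12/16 (n = 5 each). Its log2 fold changes in edgeR were 1.10 (Benjamini-Hochberg adjusted p = 0.0199), 2.97 (adjusted p = 1.84e-11) and 3.21 (adjusted p = 8.63e-12), and its call at W1 was lost without CONV-R 2, CONV-R 3 or GF 2. The fold change of *Reg3g* (ENSMUSG00000030017, chromosome 6: 78466269-78468872) was 0.63 (adjusted p = 0.176) at W1, 4.86 (adjusted p = 2.10e-15) at W4 and 2.99 (adjusted p = 1.51e-11) at W12/16 in the same edgeR fit. *Nos2* (ENSMUSG00000020826, chromosome 11: 78920787-78960254) was at or near 1 CPM in both groups at W1, and its edgeR log2 fold change was 2.02 (adjusted p = 3.99e-08) at W4 and 2.57 (adjusted p = 7.06e-10) at W12/16. *Saa1* (ENSMUSG00000074115, chromosome 7: 46740497-46742980) stood at 133 ± 22.3 CPM in CONV-R and 0.129 ± 0.0821 CPM in GF mice at W4 and at 33.5 ± 24.8 CPM in CONV-R and 0.657 ± 1.09 CPM in GF mice at W12/16 (n = 5 each), and in GF mice at W12/16 the library GF 5 held most of it. *Saa2* (ENSMUSG00000057465, chromosome 7: 46751790-46754313) did not pass the filter on low counts, with 0.61 ± 0.50 CPM in CONV-R mice at W4, 0.15 ± 0.11 CPM at W12/16 (n = 5 each) and 0 counts in all GF libraries of these stages. Reads that align to both *Saa1* and *Saa2* were not examined. Tested as a difference between stages, the edgeR log2 fold change of *Duox2* rose from W1 to W4 by 1.87 (adjusted p = 0.000544) and moved from W4 to W12/16 by 0.24 (adjusted p = 0.577). For *Reg3g* these differences were 4.23 (adjusted p = 1.72e-09) and -1.86 (adjusted p = 3.96e-05).

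**Figure D3:**
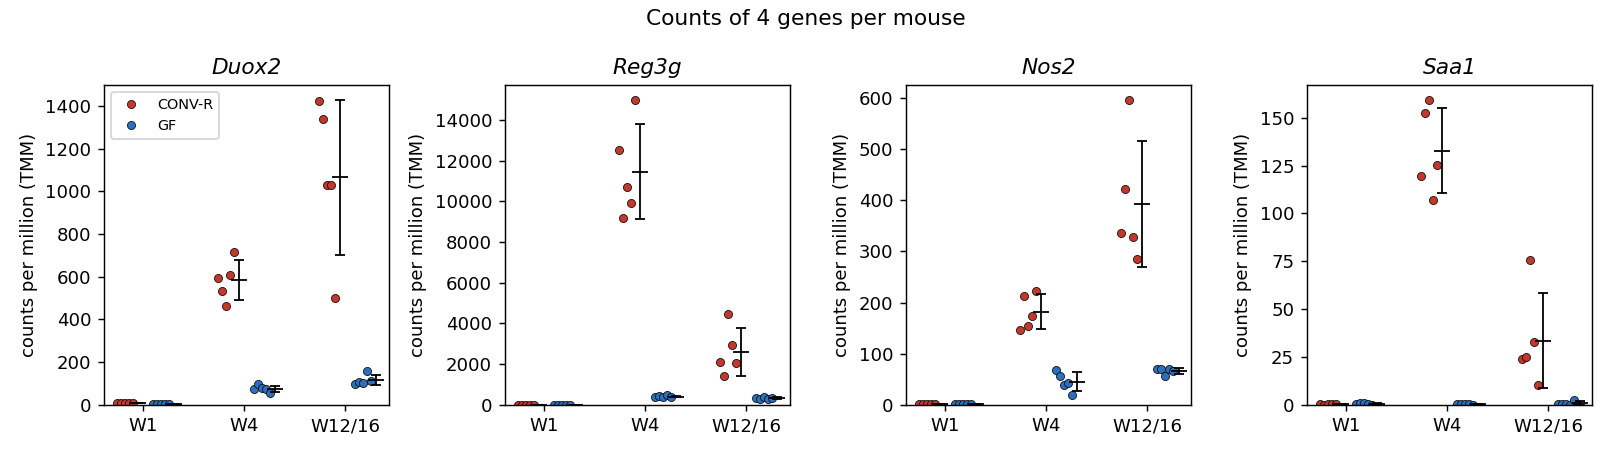
CPM of Duox2, Reg3g, Nos2 and Saa1 at each stage, in 1 panel per gene. Points are single mice, 5 per group, and bars are group means with their SD.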

The clusters 3 and 4 contain genes such as *Sdr16c6* (short chain dehydrogenase/reductase family 16C, member 6) or *Fn3k* (fructosamine 3 kinase), which are associated with metabolic functions, and expression of these genes increased specifically during W1 in colonized mice and then returned to basal level (Fig. 2c).

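*Sdr16c6* (ENSMUSG00000071019, chromosome 4: 4055929-4077522) had too few counts to pass the filter. Its level at W1 was 0.641 ± 0.277 CPM in CONV-R and 1.04 ± 0.329 CPM in GF mice, with 0.166 ± 0.168 CPM in CONV-R and 0.838 ± 0.345 CPM in GF mice at W4 and 0.373 ± 0.216 CPM in CONV-R and 0.443 ± 0.343 CPM in GF mice at W12/16 (n = 5 each). The two-sided exact permutation p of these differences in CPM was 0.0794 at W1, 0.0159 at W4 and 0.691 at W12/16. *Fn3k* (ENSMUSG00000025175, chromosome 11: 121434913-121450491) stood at 0.963 ± 0.527 CPM in CONV-R and 1.40 ± 0.725 CPM in GF mice at W1 (n = 5 each), with an edgeR log2 fold change of -0.52 (Benjamini-Hochberg adjusted p = 0.376). At W4 its edgeR log2 fold change was -2.50 (adjusted p = 0.000376), and at W12/16 -0.78 (adjusted p = 0.112). From W1 to W4 *Fn3k* changed in CONV-R mice by a log2 fold change of -2.10 (adjusted p = 0.000564) in edgeR, and in GF mice by -0.13 (adjusted p = 0.764).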

Next, we investigated the influence of the intestinal microbiota during postnatal development by co-expression network analysis [46, 65]. Co-expression network analysis builds on the hypothesis that genes with similar expression patterns are likely to have a functional relationship [66]. 

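Of the 1337 genes called by edgeR at any stage, 1132 had a Spearman correlation of at least 0.8 with another of them over the 30 libraries, which gave 22891 links. A correlation over all libraries includes the differences between stages and between CONV-R and GF mice, and linked genes are not independent of each other. Without the fold-change threshold 6805 genes entered, of which 6046 had a link, with 598640 links. Pearson correlation of log2 CPM among the 1337 genes linked 1173 of them by 41267 links.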

Following the procedure from Xue and colleagues [46], 970 co-expressed genes were selected based on a correlation cutoff of 0.8, normalized by their transcription level and tested for up- or downregulation compared to the average expression in the dataset (Additional file 4). Gene set enrichment analysis was used to identify the biological processes of individual time- and state-dependent co-expression subnetworks (Fig. 3, Additional file 10). 

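Group 1 of Additional file 10 lists 209 genes, of which 186 were tested. Their median log2 fold change of CONV-R over GF was -0.13 at W1, and edgeR called 3 of them there. Over the same genes the median log2 fold change from W1 to W4 was -1.48 in CONV-R and -1.71 in GF mice. At W4 edgeR called 41 of these genes higher and 21 lower in CONV-R mice, and at W12/16 27 higher and 48 lower. The authors chose the genes of the group on these samples.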

At the W1 stage, we did not detect a prominent microbiota-dependent gene cluster (CONV-R and GF), but differential gene expression was exclusively time-dependent (W1 vs W4 vs W12/16, group 1). Genes of this group 1 were involved in basic epithelial maintenance. At the later postnatal stages W4 and W12/16 two compensatory microbiota-dependent transcriptional responses were evident. 

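In groups 2, 3 and 4 of Additional file 10 the numbers of genes tested were 39, 147 and 140. The median log2 fold changes were 1.62 at W4 and 1.91 at W12/16 in group 2, 0.699 at W4 and 1.503 at W12/16 in group 3, and 1.20 at W4 and 1.17 at W12/16 in group 4. Of these genes edgeR called 17, 28 and 88 higher at W4 and 35, 137 and 82 at W12/16, while it called 0, 1 and 5 lower at W4 and 0, 0 and 1 at W12/16. Groups 5 and 6 had 217 and 43 genes tested, with medians of -0.56 at W4 and -0.99 at W12/16 in group 5 and -0.78 at W4 and -1.27 at W12/16 in group 6. It called 69 and 18 of them lower at W4 and 104 and 35 at W12/16, against 11 and 0 higher at W4 and 8 and 0 at W12/16. At W1 the medians of groups 2 to 6 were 0.34, 0.22, 0.11, 0.26 and -0.08.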

Several genes involved in immune function (groups 2, 3, and 4)—for example, *Duox2* (dual oxidase 2), *Nod2* (nucleotide-binding oligomerization domain containing 2), *Fut2* (fucosyltransferase 2), *Pigr* (polymeric immunoglobulin receptor), *Nos2* (nitric oxide synthase 2), or *Reg3g* (Regenerating islet-derived protein 3-gamma), which are expressed by IECs—were upregulated in CONV-R compared to GF mice, whereas genes encoding metabolic functions (groups 5 and 6)—for example, *Ces1d* (carboxylesterase 1D), *Pnliprp2* (pancreatic lipase-related protein 2), and *Slc5a4b* (solute carrier family 5, neutral amino acid transporters system A, member 4b)—were downregulated in CONV-R mice.

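For *Nod2* (ENSMUSG00000055994, chromosome 8: 88647315-88688474) the edgeR log2 fold change was -0.01 at W4 (Benjamini-Hochberg adjusted p = 0.990) and 1.37 (adjusted p = 0.00334) at W12/16. *Fut2* (ENSMUSG00000055978, chromosome 7: 45648591-45666394) stood at 74.1 ± 19.7 CPM in CONV-R and 2.39 ± 0.703 CPM in GF mice at W4 and at 15.9 ± 7.67 CPM in CONV-R and 3.35 ± 0.811 CPM in GF mice at W12/16 (n = 5 each). *Pigr* (ENSMUSG00000026417, chromosome 1: 130826684-130852249) was at 1804 ± 173 CPM in CONV-R and 1813 ± 210.0 CPM in GF mice at W4 and at 3658 ± 457 CPM in CONV-R and 1571 ± 124 CPM in GF mice at W12/16 (n = 5 each), where its edgeR log2 fold change was 1.22 (adjusted p = 8.32e-07). The edgeR log2 fold change of *Ces1d* (ENSMUSG00000056973, chromosome 8: 93166068-93197838) was -2.21 (adjusted p = 0.00129) at W4 and -1.34 (adjusted p = 0.00661) at W12/16, and that of *Slc5a4b* (ENSMUSG00000020226, chromosome 10: 76057494-76110961) was -1.52 (adjusted p = 5.45e-05) and -1.71 (adjusted p = 8.88e-06). *Pnliprp2* (ENSMUSG00000025091, chromosome 19: 58759719-58777534) was lower in CONV-R mice at W4, with an edgeR log2 fold change of -1.95 (adjusted p = 6.70e-07). At W12/16 its value was -0.51 (adjusted p = 0.0843), and without CONV-R 5 the adjusted p was 0.0186.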

**Fig. 3:**
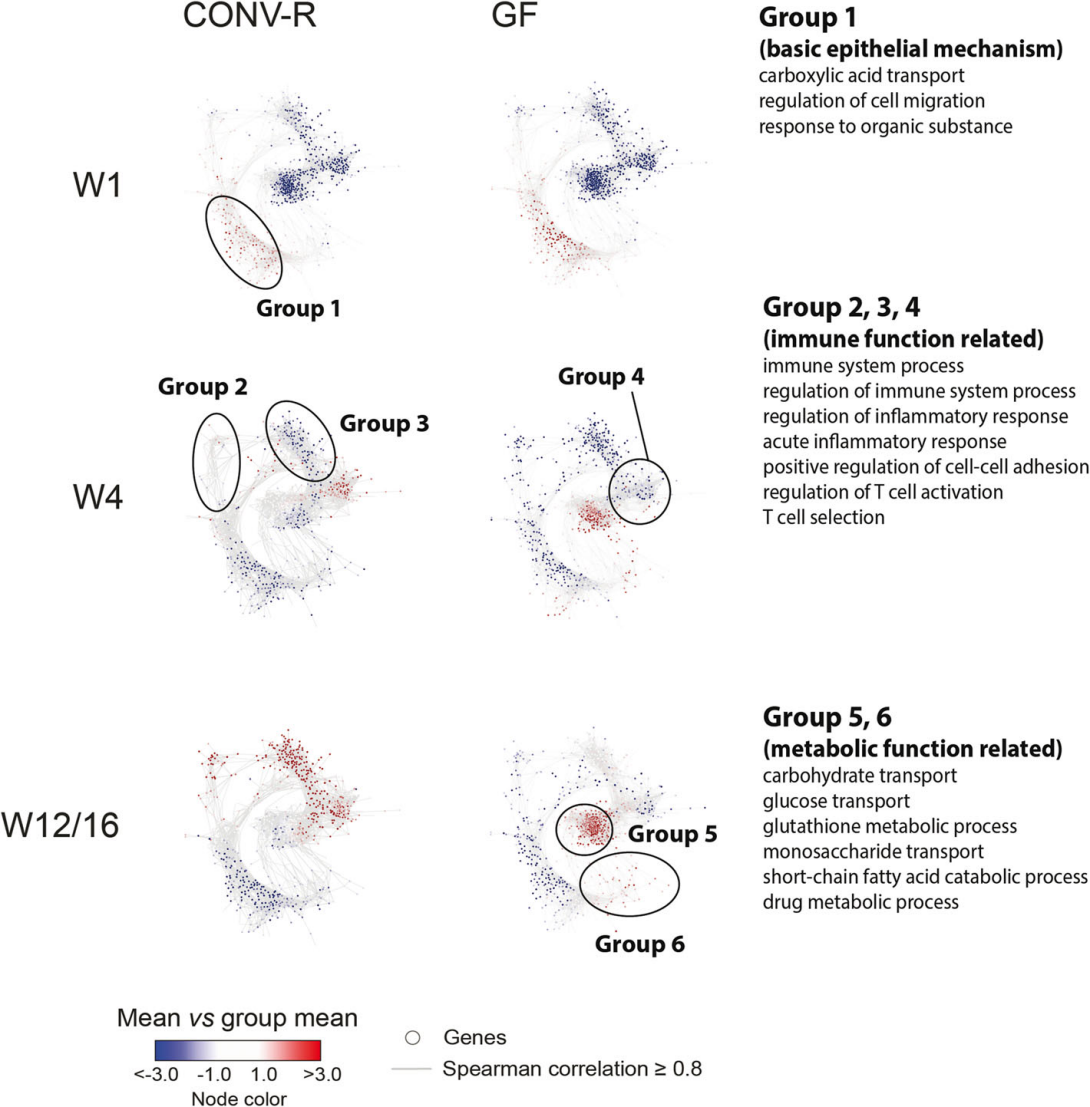
The microbiota modulates distinct functional expression nodes during postnatal development. Co-expression network analysis (CENA) was performed based on 970 co-expressed genes (correlation factor greater than 0.8 across all conditions). Each *dot* represents a gene and the color indicates its expression compared to the average gene expression level (*red* = up, *blue* = down). Note that ellipsoids represent only estimated visualization of transcript groups (for details see the “Methods” section). Exemplary GO terms enriched among the groups of co-regulated genes are listed, representing the main biological function of that gene group (for full list of GO terms see Additional file 10)

### Endogenous developmental programs as well as bacterial environmental cues affect the DNA methylation profile

To investigate how postnatal development and the microbial environment act on the DNA methylation pattern of IECs, we employed RRBS to determine the methylation level of isolated IECs from CONV-R and GF mice at W1, W4 and W12/16 (the identical samples used for transcriptome analysis). 

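RRBS data were analysed for 29 mice, 4 CONV-R mice at W1 and 5 mice in each other group. The authors mapped the reads to mm10 (GRCm38) with Bismark and deposited, for each mouse, the numbers of methylated and unmethylated reads at each cytosine of a CpG. Reads at these sites numbered 5696178 to 30194864 with a median of 15979604 in the W1 CONV-R libraries and 2378522 to 23671620 with a median of 20160160 in the W1 GF libraries. The W4 libraries had 7452692 to 27094131 with a median of 22388861 (CONV-R) and 3314566 to 24008732 with a median of 19525624 (GF), and the W12/16 libraries 2996201 to 30679231 with a median of 21990435 (CONV-R) and 3367311 to 21701653 with a median of 19622294 (GF). A site was tested at a stage if it had 5 reads or more in at least 3 libraries of each group, and the libraries with 5 reads there entered the test. The test was a beta-binomial regression with an arcsine link and a dispersion for each site, after the formulas of DSS for general designs, with a normal reference for the two-sided Wald statistic. The p was adjusted by Benjamini-Hochberg over all sites tested at the stage, and a site was called at an adjusted p under 0.05. Differences are in percentage points, CONV-R minus GF. Means are over mice, ± SD. In reads simulated at the depth of the W1, W4 and W12/16 libraries, with 200 of 50000 sites changed by 60 points, the test called 89.0, 91.5 and 89.0% of the changed sites, and 21.2, 19.4 and 23.6% of its calls were false. The spread between simulated mice was a set value, not estimated from these libraries, so these rates need not hold for the real calls. Other splits of the real libraries gave a median of 53, 1 and 2 called sites at W1, W4 and W12/16, and at most 1523, 81 and 90.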

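The 774 sites covered by at least 5 reads in all 29 libraries were used here for the comparison of whole methylomes. Of these, 462 (59.7%) lie in a stretch of ribosomal RNA repeats on chromosome 17 (39843013 to 39848827), and 11 lie on the mitochondrial genome. The fewest sites covered in both libraries of a pair were 6039, and the median over all pairs was 622067.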

First, we examined the overall methylome pattern (1,296,536 CpG sites) by using multidimensional scaling analysis [67] instead of principal component analysis (PCA) due to data structure (“zero” inflation problem in RRBS as not all methylation sites can be detected in every sample regardless of sequencing depth). As for the transcriptome analysis, samples separated according to the developmental stage (Fig. 4a) and the methylation level increased with time (Additional file 11), indicating a strong effect of postnatal developmental programs on DNA methylation. In contrast to transcriptional signatures, the global scaling analysis did not reveal a strong effect of the microbiota on the overall DNA methylation pattern. 

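Stage accounted for 9.31% of the squared distance between the 29 libraries at the 774 common sites (permutation p = 0.180, one-sided). The setting that moved this share most was the distance over the sites that each pair of libraries shares, chosen after seeing the data, at 14.1% (permutation p = 1e-05, the smallest that the permutations can give). With sites of at least 10 reads it was 12.7% (permutation p = 0.0490). Mean methylation over the common sites was 24.2 ± 2.05% in CONV-R (n = 4) and 28.3 ± 2.56% in GF mice (n = 5) at W1. It was 28.0 ± 3.79% and 28.1 ± 3.65% (n = 5 each) at W4, and 29.8 ± 4.90% and 31.1 ± 3.05% (n = 5 each) at W12/16. From W1 to W4 the level rose by 1.80 points (two-sided permutation p = 0.245) with splits within CONV-R and within GF mice, and from W4 to W12/16 by 2.43 points (permutation p = 0.169). The paper reasons from the scaling plot and the rise of the methylation level to a strong effect of postnatal development on the methylome.

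**Figure D4:**
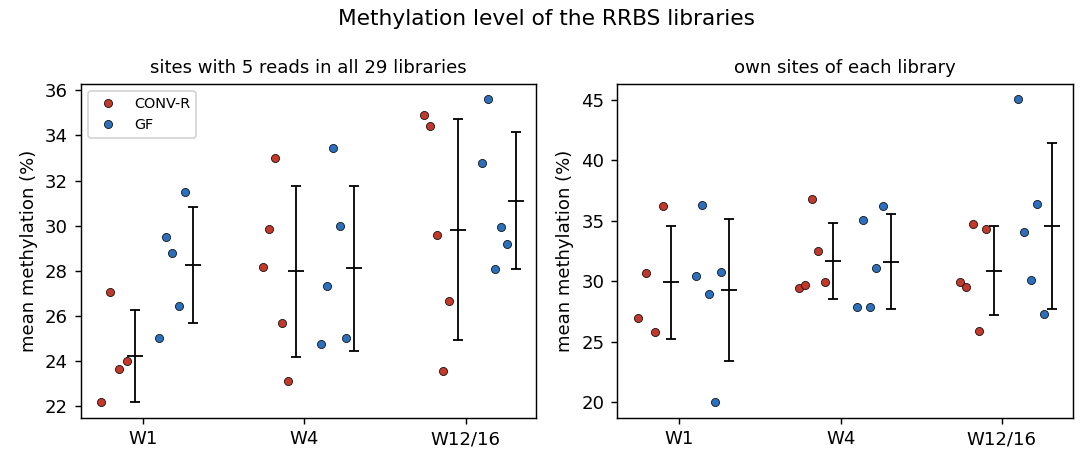
Mean methylation of each RRBS library by stage and status, over the 774 sites with at least 5 reads in all 29 libraries (left) and over the sites with at least 5 reads in the library itself (right). Points are single mice (4 for CONV-R at W1 and 5 in each other group), and bars are group means with their SD.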

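Within a stage, microbial status accounted for 19.4% of the squared distance between RRBS libraries at W1, 4.10% at W4 and 7.23% at W12/16, with one-sided exact permutation p of 0.127, 0.952 and 0.691. The mean level at the common sites differed by -4.02 points at W1 (two-sided exact permutation p = 0.0476), -0.134 at W4 (exact permutation p = 0.960) and -1.29 at W12/16 (exact permutation p = 0.611). As the median over the common sites the difference at W1 was -4.70 points (exact permutation p = 0.0159), and as the share of methylated reads -10.4 points (exact permutation p = 0.00794). For the mean at W1, p was above 0.05 when any library but CONV-R 3 was left out. The 312 common sites outside the ribosomal RNA stretch, a set chosen after seeing the data, gave -2.14 points at W1 (exact permutation p = 0.0635). Over each library's own sites the direction at W1 turned, with 29.9 ± 4.69% in CONV-R (n = 4) and 29.3 ± 5.90% in GF mice (n = 5). At sites covered in at least 20 libraries, also chosen after seeing the data, W1 levels relative to the site mean were -0.586 and -0.625 points. The lower W1 level in CONV-R mice was thus found at the common sites only.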

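At W1, 415 of 523691 sites tested passed a Benjamini-Hochberg adjusted p of 0.05 in the beta-binomial regression. The numbers were 108 of 1045333 sites at W4 and 44 of 931357 at W12/16. At W4 and W12/16, all CONV-R libraries lay on the same side of all GF libraries at 105 and 42 of these sites, of which 3 and 13 were covered in 6 libraries or fewer. At W1, 195 of the sites separated in this way were covered in 6 libraries or fewer. Counted as stretches more than 1 kb apart, the sites formed 327, 49 and 36 stretches. A t reference in place of the normal one, which recovered 0% of the simulated differences, left 0 sites at every stage. Taking sites covered in 2 libraries per group gave 1493, 122 and 47 sites, and edgeR on methylated and unmethylated reads called 3, 30 and 28. 27 sites were shared by W1 and W4, 6 by W1 and W12/16 and 6 by W4 and W12/16, each with the same sign, and 4 were called at all 3 stages.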

By individual comparison of the DNA methylome of CONV-R and GF at each time point, however, we were able to identify 1496, 132, and 217 DMPs (FDR < 0.05) in W1, W4, and W12/16, respectively (Fig. 4b). 

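With each library left out in turn, the number of sites ranged from 42 to 848 at W1, from 77 to 122 at W4 and from 4 to 162 at W12/16. At W1 it was 42 without CONV-R 2, 848 without CONV-R 3, 183 without CONV-R 4, 155 without GF 1, 153 without GF 2 and 183 without GF 5. At W12/16 it was 162 without CONV-R 1, 16 without CONV-R 2, 9 without CONV-R 3, 4 without GF 2, 13 without GF 4 and 27 without GF 5. The library labelled W12/16 CONV-R 1 had a median position of 0.196 at 28 sites that separated the groups at W1 and W4, on a scale with GF at 0 and CONV-R at 1. Among the 432407 sites tested at every stage, the regression called 363 at W1, 51 at W4 and 35 at W12/16. The median size of the difference at the called sites was 32.1 points at W1, 47.7 at W4 and 39.8 at W12/16. Of the W1 sites that were also tested at W4, 259 had the same sign there, and 365 were tested at W12/16 with the same sign at 225.

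**Figure D5:**
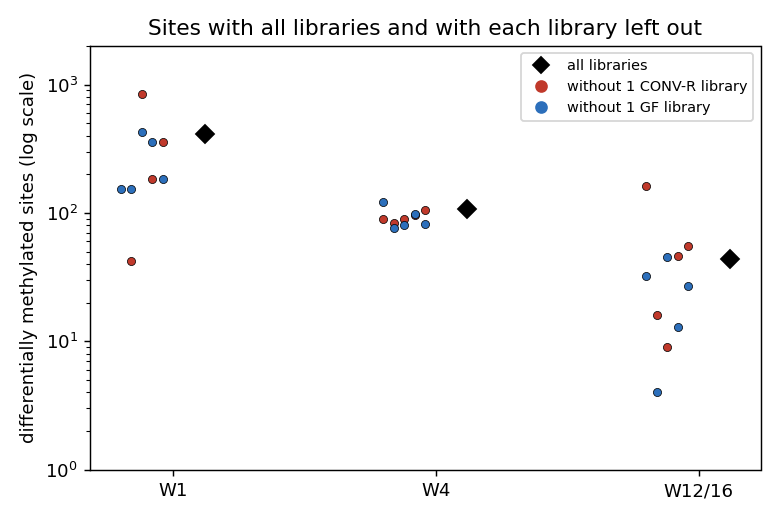
Number of sites called between CONV-R and GF mice at each stage by the beta-binomial regression, on a logarithmic axis. Diamonds give the number with all libraries, and circles the number with 1 library left out, coloured by the status of that library.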

Interestingly, the number of DMPs at the earliest stage was about 10× higher compared to that of the later stages, indicating that the microbiota acted stronger on DNA methylation during W1 or that the microbial state already acts in utero. 

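Of the sites called at W1, 203 of 415 (48.9%) were less methylated in CONV-R than in GF mice. At W4 this held for 25 of 108 (23.1%) and at W12/16 for 19 of 44 (43.2%). When only sites covered in every W1 library were tested, 102 of the 111 then called (91.9%) were lower in CONV-R mice, while the 3 sites that edgeR called on methylated and unmethylated reads were all higher. Of the 37 sites called on the X chromosome at W1, 30 were lower in CONV-R mice. At W12/16 the share without CONV-R 1 was 30.2%.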

Detected DMPs were equally hypo- and hypermethylated (Fig. 4c). 

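Sites were assigned to a promoter within 1 kb of a transcription start of a RefSeq transcript, and otherwise to an exon, an intron or intergenic sequence. At W1 the called sites divided into 62 in promoters, 63 in exons, 87 in introns and 203 in intergenic sequence. The numbers were 7, 13, 30 and 58 at W4 and 5, 7, 13 and 19 at W12/16. Intergenic sites made up 48.9% of the calls and 15.3% of the sites tested at W1, 53.7% and 18.7% at W4, and 43.2% and 19.3% at W12/16. The call at each stage with the lowest p was at position 24328512 of chromosome 9 at W1, 174628 bp from a start of *Dpy19l1*, at 90741129 of chromosome Y at W4 and at 51336737 of chromosome 11 within *Col23a1* at W12/16. Methylation there was 98.0 ± 3.40% (n = 3) in CONV-R and 13.8 ± 10.3% (n = 4) in GF mice at W1, 5.91 ± 6.98% and 90.04 ± 8.55% (n = 4 each) at W4, and 1.96 ± 3.40% and 95.2 ± 8.25% (n = 3 each) at W12/16. As the mice were female, reads listed on chromosome Y come from sequence it shares with chromosome X or from misplaced reads.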

We classified the relative position of the variant sites according to their genomic location as exonic, intronic, intergenic, or promoter-associated DMPs. Notably, in W1 DMPs located in gene promoter regions were enriched (175 DMPs or 11.7%) compared to W4 (one DMP or 0.8%) and W12/16 (15 DMPs or 6.9%) (Additional file 12). 

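Promoters held 14.9% of the sites called at W1 (95% Wilson interval 11.8 to 18.7), 6.48% at W4 (3.17 to 12.8) and 11.4% at W12/16 (4.95 to 24.0). The intervals cover counting error only. They held 61.5, 54.4 and 52.9% of the sites tested, so that the odds ratio of a promoter site being called was 0.110, 0.0582 and 0.114 (two-sided Fisher's exact p = 2.52e-85, 1.84e-26 and 1.57e-08, with neighbouring sites counted as independent). Among sites with a mean methylation of 10 to 90%, promoters held 15.0, 5.71 and 11.6% of the calls and 12.7, 12.6 and 13.1% of the sites tested. On autosomes alone, promoters held 31 of 352 calls at W1 (8.81%), 6.25% of the calls at W4 and 9.76% at W12/16. With promoters taken from 2 kb upstream to 200 bp downstream of a start, 44, 4 and 6 of the sites lay in promoters. Without W1 CONV-R 2 the promoters held 2 of 42 calls at W1, and at W4 the sites of at least 10 reads gave 17, or 16.8%.

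**Figure D6:**
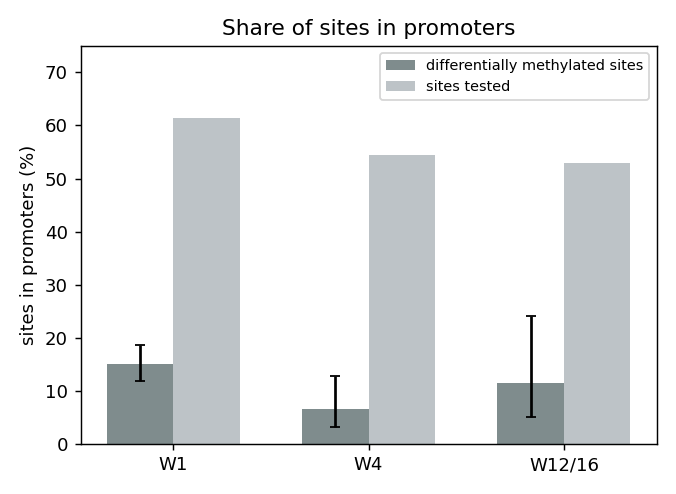
Share of the sites in promoters (within 1 kb of a transcription start) among sites called between CONV-R and GF mice and among all sites tested, at each stage. Bars on the called sites are 95% Wilson intervals, which cover counting error only.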

Given the enrichment of DMPs specifically during early development, we surveyed the expression of genes which are known to alter DNA methylation for microbial effects (Fig. 4d and Additional file 13). 

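The genes surveyed here, besides *Dnmt3a* and *Tet3*, were *Dnmt1* (ENSMUSG00000004099, chromosome 9: 20907209-20959888), *Dnmt3b* (ENSMUSG00000027478, chromosome 2: 153649450-153687730), *Tet1* (ENSMUSG00000047146, chromosome 10: 62804570-62908996), *Tet2* (ENSMUSG00000040943, chromosome 3: 133463679-133545139), *Uhrf1* (ENSMUSG00000001228, chromosome 17: 56303321-56323486), *Uhrf2* (ENSMUSG00000024817, chromosome 19: 30030513-30093722), *Mbd2* (ENSMUSG00000024513, chromosome 18: 70568189-70626131), *Mbd3* (ENSMUSG00000035478, chromosome 10: 80392539-80399550) and *Foxo3* (ENSMUSG00000048756, chromosome 10: 42181841-42276755). At W1 none of these 9 passed a Benjamini-Hochberg adjusted p of 0.05 in edgeR, and their log2 fold changes lay between -0.18 for *Mbd2* and 0.23 for *Tet1*. *Mbd2* passed without GF 1, at an adjusted p of 0.0402 in edgeR. *Tet1* at -0.96 (adjusted p = 0.00924) and *Uhrf2* at 0.28 (adjusted p = 0.0106) passed at W4 in edgeR, and *Mbd2* at 0.21 (adjusted p = 0.0141) and *Uhrf2* at 0.26 (adjusted p = 0.0123) at W12/16. *Mbd2* no longer passed at W12/16 without CONV-R 3 (adjusted p = 0.0666 in edgeR), in DESeq2 or with the size factors of DESeq2. *Tet2* at W12/16, with a log2 fold change of -0.28 and an adjusted p of 0.0712 in edgeR, passed in DESeq2, with its size factors, in the fit of the W12/16 libraries alone, and without CONV-R 2 or GF 3 (adjusted p down to 0.0218 in edgeR). *Dnmt1* at W12/16 (0.25, adjusted p = 0.117 in edgeR) passed in the fit of the W12/16 libraries alone.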

Expression of *Dnmt3a* and *Tet3* (Tet methylcytosine dioxygenase 3) were significantly altered by the microbiota in W1 and W12/16. 

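*Dnmt3a* (ENSMUSG00000020661, chromosome 12: 3806007-3914443) stood at 191 ± 10.5 CPM in CONV-R and 154 ± 5.89 CPM in GF mice at W1 and 78.8 ± 6.99 CPM in CONV-R and 98.5 ± 3.37 CPM in GF mice at W12/16 (n = 5 each). Its edgeR log2 fold change was 0.32 at W1 (Benjamini-Hochberg adjusted p = 0.0176), -0.21 (adjusted p = 0.0562) at W4 and -0.32 (adjusted p = 0.00380) at W12/16. *Tet3* (ENSMUSG00000034832, chromosome 6: 83362373-83459084) stood at 223 ± 29.6 CPM in CONV-R and 169 ± 11.7 CPM in GF mice at W1 and 169 ± 19.0 CPM in CONV-R and 247 ± 20.6 CPM in GF mice at W12/16 (n = 5 each). Its edgeR log2 fold change was 0.40 (adjusted p = 0.0271), -0.20 (adjusted p = 0.188) and -0.55 (adjusted p = 0.000440) at the successive stages. At W4 *Dnmt3a* passed without CONV-R 2 or GF 5 (adjusted p down to 0.00861 in edgeR) and in DESeq2 (adjusted p = 0.0490), and *Tet3* passed without GF 5 (adjusted p = 0.0237 in edgeR). At W1 both genes failed the threshold when CONV-R 2, CONV-R 3, GF 2 or GF 3 was left out, with adjusted p in edgeR of up to 0.0578 for *Dnmt3a* and 0.106 for *Tet3*. The difference between the fold changes at W12/16 and W1 was -0.64 (adjusted p = 0.000201) for *Dnmt3a* and -0.94 (adjusted p = 7.48e-05) for *Tet3* in edgeR.

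**Figure D7:**
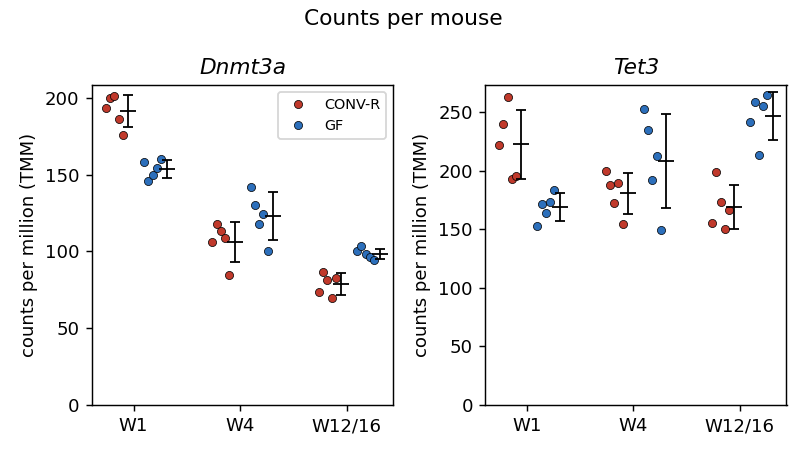
CPM of Dnmt3a and Tet3 at each stage. Points are single mice, 5 per group, and bars are group means with their SD.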

DNMT3A is important for de novo methylation [68], whereas TET3 is essential for demethylation [69]. 

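Additional file 14 lists 196 microbiota-associated sites, of which 195 were found among the sites of the 29 libraries. Of these 195 sites, 61 met the coverage needed for the test at W1, 130 at W4 and 118 at W12/16. An unadjusted p under 0.05 in the beta-binomial regression was reached by 33, 104 and 62 of them, and an adjusted p under 0.05 (Benjamini-Hochberg, over all sites tested at the stage) by 27, 48 and 9. The authors chose these sites on the same mice.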

Similar to the approach of the transcriptome analysis, we ranked all DMPs based on their BH-corrected *p* value and chose the top 100 most significantly regulated DMPs from the microbiota-associated data set (Fig. 4e and Additional file 14) and from the developmental program (Additional file 15) for each time point to visualize differential methylation by hierarchical clustering. We chose a ranked approach and the top 100 to generate equal sample sizes for the analysis based on the total number of differentially methylated sites in the respective comparisons (minimum 132 for W4). 

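The number of the 195 sites with 5 reads or more was 3 in the library W1 GF 3, 10 in W4 GF 1, 11 in W12/16 CONV-R 4 and 19 in W12/16 GF 3, and it reached 174 in other libraries.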

For the microbiota-related DMPs, samples clustered according to microbial status and developmental stage (Fig. 4e) except for a few samples with several missing values only among these microbiota-related DMPs, which may be due to insufficient sequencing depth. However, these samples did contain data for many other of the almost 1.2 million CpG sites. 

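Over the whole genome, W1 GF 3 had 101728 sites with 5 reads or more, W4 GF 1 had 128573, W12/16 CONV-R 4 had 51414 and W12/16 GF 3 had 136251. The median over all 29 libraries was 1193903.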

As the samples overall met the quality criteria, they were not removed from the methylome analysis. For the top 100 developmentally related DMPs at each time point, samples clustered only by developmental stage but did not reveal a further stratification according to microbial status (Additional file 15).

**Fig. 4:**
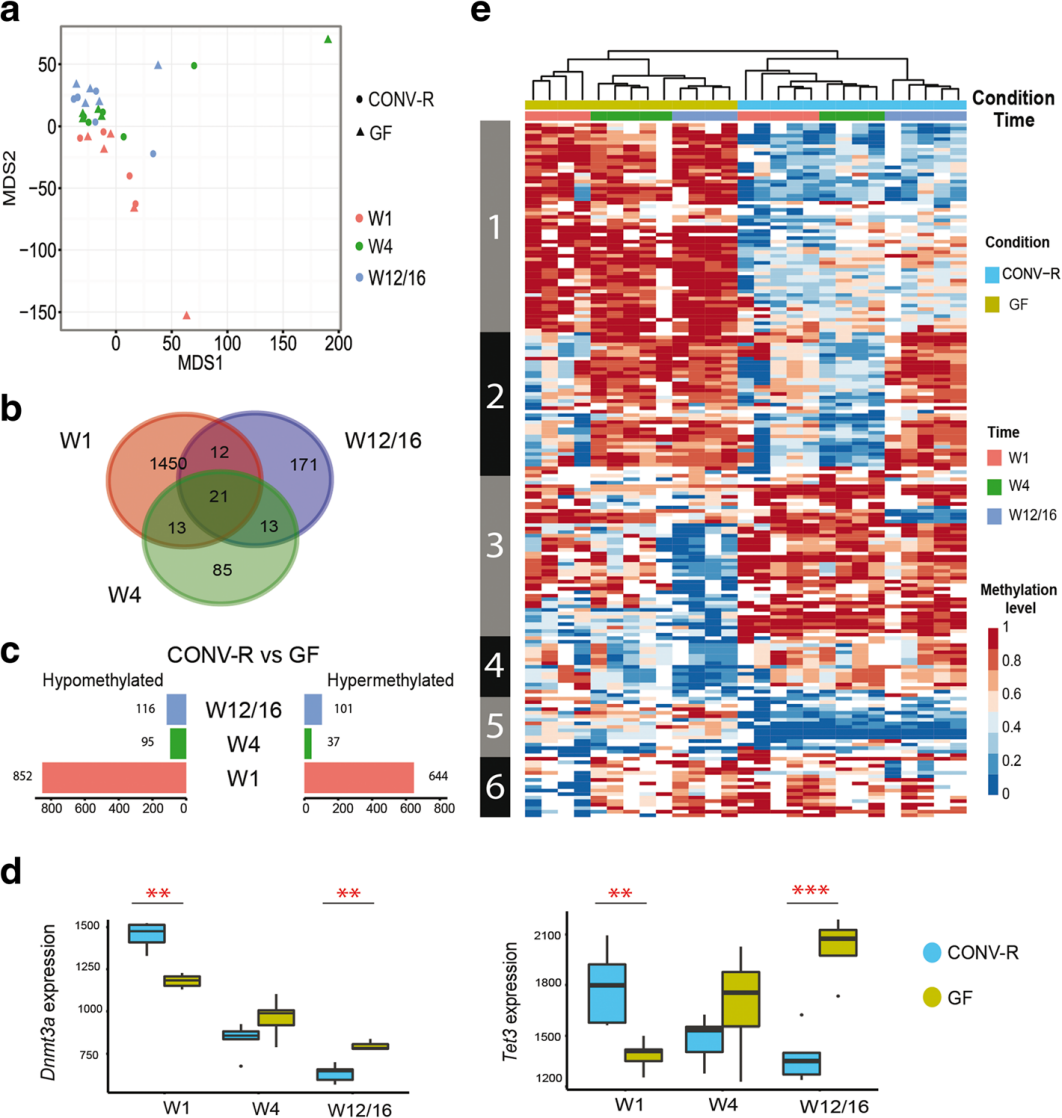
Postnatal development and the microbiota affect the DNA methylation profile. **a** Multidimensional scaling analysis plot displaying the overall methylation profiles. **b** Venn plots showing the number of differentially methylated sites between CONV-R and GF at the three developmental stages. Note the high number of differentially methylated sites at W1. **c** Number of hypo- and hypomethylated sites among all DMPs (CONV-R vs GF) for each developmental stage. **d** Expression of *Dnmt3a* and *Tet3* genes, which function in de novo methylation and demethylation, respectively. **e** Hierarchical clustering of differentially methylated sites between CONV-R and GF in the three developmental stages. Each row indicates a CpG site and the color scale represents the methylation level

### Integrated analysis identifies a specific signature of loci with coupled DNA methylation and RNA transcription driven by the presence of microbiota

Next, we sought to identify microbiota-dependent DNA methylation changes linked to RNA expression differences. We hypothesized that this mode of regulation may pinpoint important genes involved in epithelial–microbe interaction as it represents a potentially longer-term modulation of cellular programs. We employed a hierarchical testing approach [52] to identify interactions between the microbiota-dependent alterations in the transcriptome and DNA methylation signatures (Fig. 5a). 

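For the values given here, the genes at an adjusted p under 0.05 in edgeR, with no fold-change threshold, were joined to the sites within 5 kb of their transcription start. Sites at most 200 bp apart formed a region, regions with at least 20% of their sites at an adjusted p under 0.05 were kept, and the p of the sites in these regions was adjusted again by Benjamini-Hochberg.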

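Genes at an adjusted p under 0.05 in edgeR with at least 1 tested site in this window numbered 718 at W1, 2802 at W4 and 4077 at W12/16.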

To that end, we screened all differentially expressed genes (CONV-R vs GF) for DMPs within a 5-kb window up- and downstream. 

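By these steps 2 genes carried both changes at W1, and 0 at W4 and at W12/16. *Nkrf* (ENSMUSG00000044149) was among the genes at W1, with 4 sites between 36903445 and 36903489 of chromosome X. Methylation at the sites of *Nkrf* differed by -34.5 points, with a log2 fold change of 0.56 (adjusted p = 0.0314 in edgeR). Keeping regions on an unadjusted p moved the numbers most, to 25, 7 and 70 genes. A window over the gene body and 5 kb on either side gave 11, 0 and 2, and a minimum of 10 reads 0, 0 and 3. Additional file 17 lists 126 genes in 130 pairs of gene and stage. All 130 had the listed direction of expression here, 114 of them at an adjusted p under 0.05 in edgeR. The authors chose these genes on the same mice, so that this is not independent evidence. Of the 130 pairs, 60 had a site of unadjusted p under 0.05 within 5 kb, 43 of these with the listed direction of methylation, and 2 had a site of adjusted p under 0.05 in the beta-binomial regression.

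**Figure D8:**
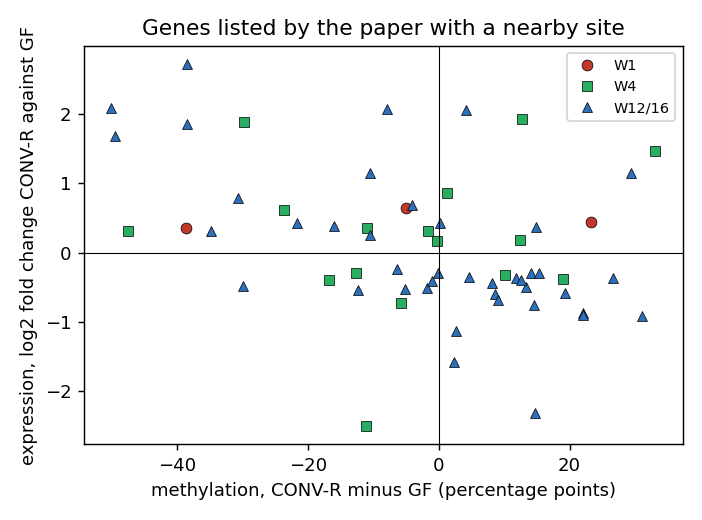
Pairs of gene and stage from Additional file 17 with a site of unadjusted p under 0.05 within 5 kb of the transcription start. The horizontal axis gives the methylation difference, CONV-R minus GF, averaged over these sites, and the vertical axis the edgeR log2 fold change.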

We identified 17, 34, and 79 microbially regulated genes both with altered expression and differentially methylated in W1, W4, and W12/16, respectively, and most (122 out of 126) were specific for the developmental stage (Additional files 16 and 17). Tracking both the transcriptome and DNA methylation in paired samples from individual mice throughout early postnatal development allowed us to identify specific changes in the DNA methylation signature that may underlie the microbiota-dependent transcriptome alterations. For example, expression of *Camk2b* (calcium/calmodulin-dependent protein kinase II), which is involved in calcium-dependent signaling [70], was only altered by the microbiota at W12/16 but not at the younger stages W1 or W4 (Fig. 5b). 

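*Camk2b* (ENSMUSG00000057897, chromosome 11: 5969644-6066362) stood at 30.9 ± 4.62 CPM in CONV-R and 29.7 ± 2.64 CPM in GF mice at W1, 15.3 ± 4.05 CPM in CONV-R and 15.9 ± 2.57 CPM in GF mice at W4 and 18.1 ± 3.02 CPM in CONV-R and 11.0 ± 1.95 CPM in GF mice at W12/16 (n = 5 each). The edgeR log2 fold change was 0.06 (Benjamini-Hochberg adjusted p = 0.858), -0.07 (adjusted p = 0.808) and 0.71 (adjusted p = 0.00128). Its difference between W12/16 and W1 was 0.66 (adjusted p = 0.0219) in edgeR, and between W12/16 and W4 0.78 (adjusted p = 0.0187).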

Interestingly, nearby CpG sites were not differentially methylated at W1, whereas in week W4 we detected three DMPs and another eight DMPs at W12/16 (Fig. 5b). Therefore, either the complete demethylation of all 11 DMPs or only the eight downstream DMPs may be required to mediate the microbial induction of *Camk2b* expression at W12/16. Similarly, *Mob3b* (MOB kinase activator 3B) and *Ube2a* (Ubiquitin conjugating enzyme E2 A) were differentially methylated and expressed only at W1 and W4, respectively, but not at any other developmental stage (Additional file 18). 

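The stretch drawn in the paper's figure for *Camk2b*, located by the axis of that figure, holds 11 sites between 6010243 and 6010380 of chromosome 11, of which none had 5 reads in 3 libraries of each group at any stage, so that none was tested. Averaged over the first 3 sites in the libraries with any read there, methylation was 22.1 ± 27.7% (n = 5) in CONV-R and 63.2 ± 13.1% (n = 4) in GF mice at W4, and 10.0 ± 10.9% (n = 5) and 47.1 ± 33.9% (n = 5) at W12/16. Over the other 8 sites it was 27.1 ± 34.5% (n = 5) and 51.4 ± 32.7% (n = 5) at W4, and 35.0 ± 20.9% (n = 3) and 86.0 ± 19.2% (n = 5) at W12/16. At W1 the first 3 sites stood at 33.3 ± 33.3% (n = 3) and 30.4 ± 26.8% (n = 4), and the other 8 at 38.7 ± 54.8% (n = 2) and 42.5 ± 30.2% (n = 4). The libraries in these means had between 1 and 21 reads at their best covered site. At the sites within 5 kb of the transcription start, which the regression did test, 0 of 49, 113 and 75 sites had an adjusted or an unadjusted p under 0.05.

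**Figure D9:**
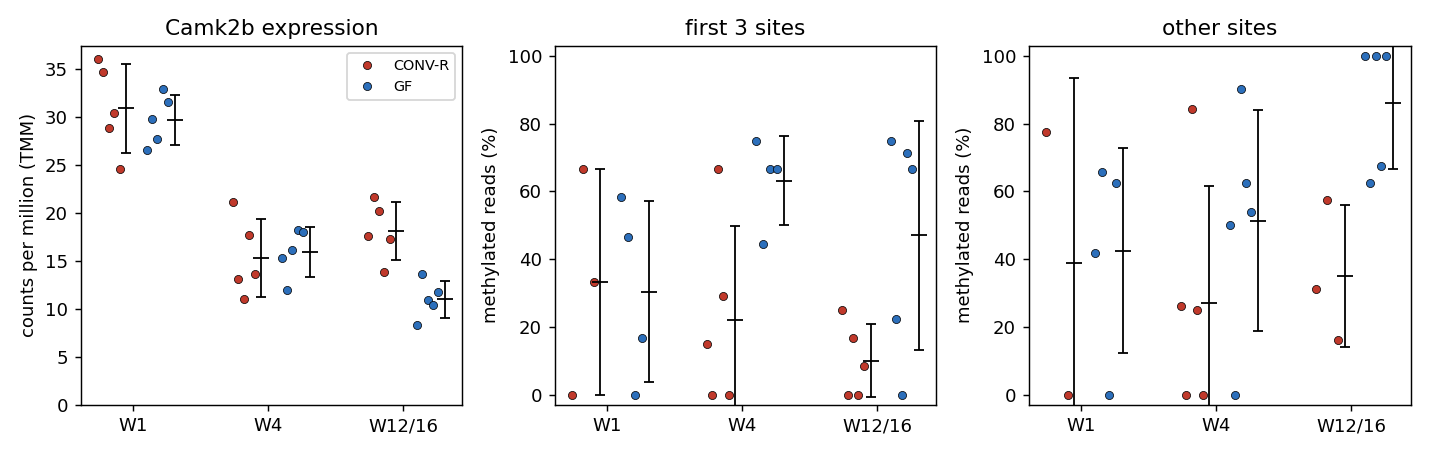
CPM of Camk2b (left) and methylated share of the reads at the first 3 (middle) and the other 8 (right) of the 11 sites between positions 6010243 and 6010380 of chromosome 11, by stage and status. Points are single mice, those without reads being left out, and bars are group means with their SD.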

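*Mob3b* (ENSMUSG00000073910, chromosome 4: 34949074-35157484) had an edgeR log2 fold change of 0.53 at W1 (Benjamini-Hochberg adjusted p = 0.00119), 0.14 (adjusted p = 0.301) at W4 and -0.18 (adjusted p = 0.121) at W12/16, where leaving out CONV-R 2 gave an adjusted p of 0.0420. *Ube2a* (ENSMUSG00000016308, chromosome X: 36873900-36884222) had -0.02 (adjusted p = 0.906), 0.34 (adjusted p = 0.00114) and 0.12 (adjusted p = 0.201) in the same edgeR fit. For *Mob3b*, 14, 26 and 30 sites within 5 kb of the start were tested at W1, W4 and W12/16, and the regression gave 0 of them an unadjusted or an adjusted p under 0.05. Of the 37, 54 and 54 sites tested near *Ube2a*, 4, 0 and 3 had an unadjusted p under 0.05 in the regression and 0 an adjusted p under 0.05. The fold changes of W4 and W1 differed by -0.40 (adjusted p = 0.0306) for *Mob3b* and by 0.36 (adjusted p = 0.0168) for *Ube2a* in edgeR.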

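At W1, *Nkrf* moved in opposite directions in expression and methylation. With regions kept on an unadjusted p, 11 of 25 genes at W1, 4 of 7 at W4 and 44 of 70 at W12/16 moved in opposite directions. In the values that Additional file 17 lists, which are the paper's, 75 of the 130 pairs move in opposite directions and 55 in the same.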

Of all 126 genes with differential expression and methylation 72 (57%) showed increased expression with reduced methylation or decreased expression with increased methylation, whereas 54 genes (43%) did not show a canonical association of expression and methylation shift, which is similar to previous studies [24]. Genome-wide mapping of the host–microbiota interactions for gene expression and DNA methylation during the three development stages revealed equal distribution among chromosomes (Fig. 5c). 

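The 2 genes with both changes are too few to compare chromosomes. The paper starts from genes with a change of expression and of nearby methylation at the same stage. It adds a subset tested in an independent cohort of mice, most of which it reports as reproduced. From both, it proposes that the microbiota alters part of the transcriptome by way of DNA methylation.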

Among all genes that were differentially methylated and expressed depending on the microbiota, network analysis revealed an enrichment of genes involved in regulation of cellular proliferation and regeneration, such as *Pik3cd*, *Rb1*, *Grb10*, *Plagl1*, *Nfix*, and *Tab3*, or of genes functioning in immune responses, such as *Atp7a*, *Atf4*, and *Bcl3* (Fig. 6). For example, *Rb1* (retinoblastoma-associated protein) is a tumor suppressor inhibiting cell cycle progression, which may also recruit methylases [71]. 

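*Rb1* (ENSMUSG00000022105, chromosome 14: 73183673-73325822) stood at 71.0 ± 5.29 CPM in CONV-R and 64.5 ± 6.74 CPM in GF mice at W1, 174 ± 6.67 CPM in CONV-R and 176 ± 31.5 CPM in GF mice at W4 and 181 ± 6.99 CPM in CONV-R and 259 ± 33.7 CPM in GF mice at W12/16 (n = 5 each). The edgeR log2 fold change was 0.14 (Benjamini-Hochberg adjusted p = 0.399), -0.01 (adjusted p = 0.946) and -0.52 (adjusted p = 0.000150). Within 5 kb of its start 118, 149 and 116 sites were tested, of which 0, 1 and 0 had an unadjusted p under 0.05 in the regression and 0 an adjusted p under 0.05.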

*Rb1* expression was reduced in CONV-R mice, which is in line with an increased IEC proliferation in the presence of a microbiota [6, 9]. Similarly, *Bcl3* is a proto-oncogene promoting proliferation and also mediates immune tolerance by suppressing responses against microbial antigens [72]. In our analysis *Bcl3* was hypomethylated and expression increased in CONV-R mice, which is supported by a higher proliferative capacity in the presence of a microbiota. 

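*Bcl3* (ENSMUSG00000053175, chromosome 7: 19808462-19822770) had an edgeR log2 fold change of 0.63 at W1 (Benjamini-Hochberg adjusted p = 0.0392), 0.61 (adjusted p = 0.0106) at W4 and 0.47 (adjusted p = 0.0349) at W12/16. Leaving out 1 library moved the adjusted p of edgeR above 0.05 for 6 of the libraries at W1 (to at most 0.172), for CONV-R 3 at W4 (0.0595) and for 7 of the libraries at W12/16 (to at most 0.0708), while DESeq2 and its size factors did so at W12/16, and the fit of the libraries of 1 stage at W1 and W4. Of the 39, 68 and 60 sites tested within 5 kb of its start, 1, 0 and 0 had an unadjusted p under 0.05 in the regression and 0 an adjusted p under 0.05. Over these sites the mean difference was -0.120, 1.01 and -0.0570 points.

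**Figure D10:**
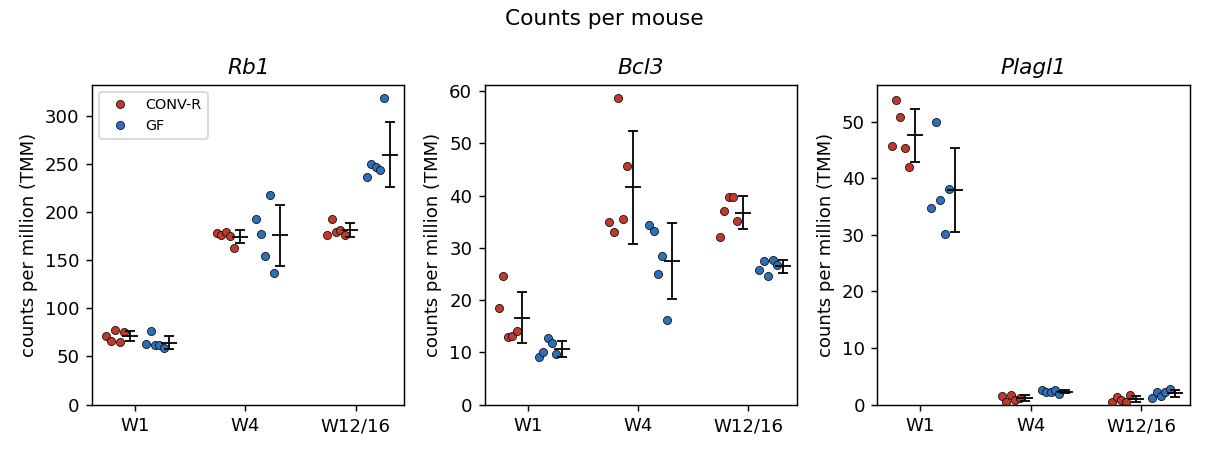
CPM of Rb1, Bcl3 and Plagl1 at each stage. Points are single mice, 5 per group, and bars are group means with their SD.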

Finally, as another example, *Plagl1* (pleiomorphic adenoma gene-like 1), which is another tumor suppressor inhibiting proliferation, was hypomethylated and had higher transcript levels in CONV-R mice, again supporting increased IEC proliferation in the presence of a microbiota.

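*Plagl1* (ENSMUSG00000019817, chromosome 10: 13060504-13131694) stood at 47.6 ± 4.73 CPM in CONV-R and 37.8 ± 7.41 CPM in GF mice at W1, 1.16 ± 0.509 CPM in CONV-R and 2.31 ± 0.247 CPM in GF mice at W4 and 0.963 ± 0.527 CPM in CONV-R and 1.97 ± 0.599 CPM in GF mice at W12/16 (n = 5 each). Its edgeR log2 fold change was 0.33 (Benjamini-Hochberg adjusted p = 0.162), -0.95 (adjusted p = 0.0166) and -1.06 (adjusted p = 0.0102), and without W4 CONV-R 2 the adjusted p at W4 was 0.0530. Within 5 kb of its start 40, 55 and 47 sites were tested, with 1, 0 and 8 at an unadjusted p under 0.05 in the regression and 0 at an adjusted p under 0.05. The mean difference over them was -7.82, 3.51 and 1.31 points. The paper relates the lower *Rb1* and the changes of *Bcl3* and *Plagl1* to the higher proliferation known for the colonized epithelium.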

**Fig. 5:**
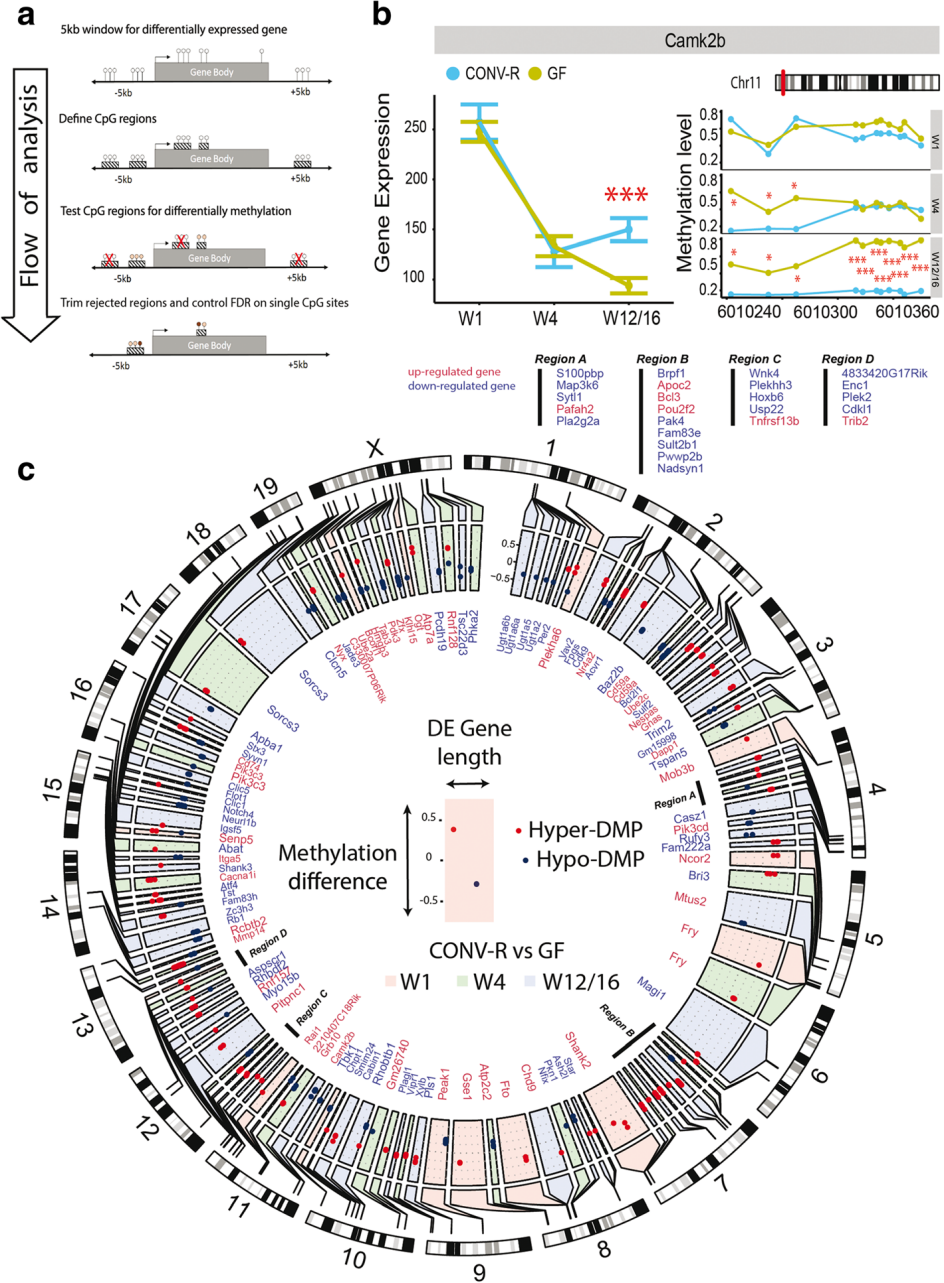
The microbiota may modulate host gene expression through DNA methylation. **a** Schematic analysis workflow. A 5-kb window up- and downstream of each microbially regulated gene was screened for CpG positions. Next, CpG regions were defined and tested for differential methylation (CONV-R vs GF) and *p* values of all differentially methylated CpG sites were corrected for multiple testing. It is noteworthy that any sequential analysis reflects a certain bias by the individual order of filter steps. **b** Microbial effects on gene expression and DNA methylation of *Camk2b* during postnatal development. **c** Genomic map of all methylation–transcription interactions dependent on the microbiota and postnatal development. The *boxes* in the *outer circle* depict the mouse chromosomes and their banding indicates the staining properties within the genomic locations (*black* = heterochromatin region, *white* = euchromatin region, *gray* = intermediate). The *boxes* in the inner circle represent genes that were both differentially expressed and methylated. The gene name is colored according to the expression difference in CONV-R vs GF comparison (*red* = upregulated, *blue* = downregulated). Box coloring corresponds to the developmental stage, in which a significant difference was detected (*red* = W1, *green* = W4, *blue* = W12/16). Width of the boxes indicates gene length, while methylation differences in CONV-R vs GF comparison are scaled along the height of the boxes. *Red* and *blue dots* within the gene boxes represent hyper- and hypomethylated CpG sites, respectively

**Fig. 6:**
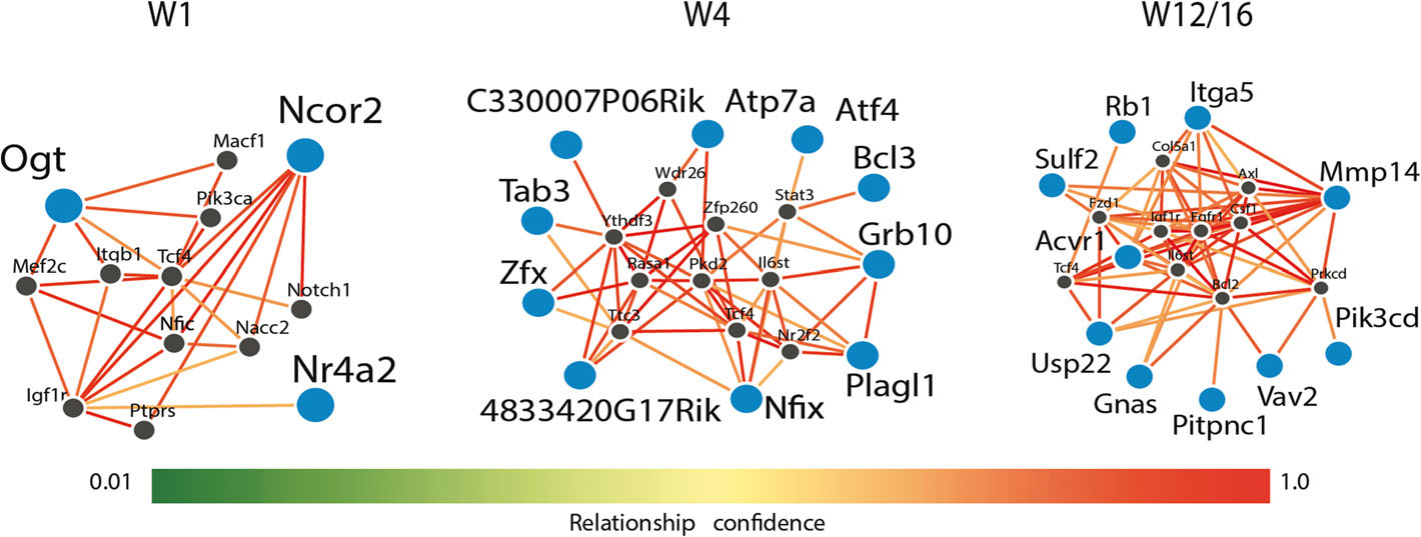
Integrated analysis identifies genomic loci with coupled differential DNA methylation and RNA transcription associated with the presence of intestinal microbiota. Network analysis based on differentially methylated and differentially expressed genes (CONV-R vs GF) across the three developmental stages with a relationship confidence greater than 0.6. *Larger blue circles* indicate candidate genes identified from our analysis and *smaller black circles* denote imputed interacting genes

To validate our findings, we selected a subset of the differentially expressed and methylated genes from our data and determined their expression and DNA methylation in an independent cohort of GF and CONV-R mice from another gnotobiotic animal facility. We harvested small intestinal epithelial tissue by scraping, isolated RNA and DNA as before, and performed qPCR analysis along with amplicon sequencing. For the eight tested genes (*Bcl3, Nfix, Cacna1i, Rcbtb2, Mmp14, Itga5, Cd74*, and *Pik3cd*) differential expression and methylation was reproduced for six genes in both cases (Additional file 19).

## Discussion

We systematically investigated the regulatory effects of the microbiota on the transcriptome and the genome-wide DNA methylation status of IECs from the small intestine of infant, juvenile, and adult mice which were raised in either the presence or absence of a microbiota. This analysis revealed that both the IEC ontogeny and the microbiota affect the epithelial transcriptome signature along with the DNA methylation status and that the microbial effect increases during postnatal development. Furthermore, the microbial impact on the interplay of DNA methylation and the epithelial transcriptome were stage-specific as we detected almost no overlap between the genes that were regulated by the microbiota and also displayed an altered DNA methylation status for the three developmental stages. Our data provide groundwork to further dissect the endogenous developmental and microbial effects on the host’s transcriptional and epigenetic program on a mechanistic level.

To fully understand the impact and role of the microbiota during adult development of IECs, it is required to assess the transcriptional and epigenetic changes over time in both GF and CONV-R animals with a large enough size of biological replicates. While several studies have addressed selected aspects of the interplay of transcription, epigenetics, development, and microbiota [6–10, 12, 18, 29, 73, 74], an integrated genome-wide analysis of DNA methylation and transcriptional signatures in a single study using biological replicates and animals from different GF colonies has so far been lacking. In our current study, we therefore determined the epigenetic and transcriptional interactions between the gut microbiota and IECs using an integrated analysis of the methylome and transcriptome over time in both GF and CONV-R mice. The value of our experimental approach is demonstrated by the finding that although several previous studies established that the microbiota modulates the expression of more than 2000 genes in the intestinal epithelium [6, 9, 10], only a subset of these microbiota-responsive genes appear to be regulated by the epigenetic process of DNA methylation. Using our approach, we found that the microbiota seemed to inversely affect DNA methylation and gene expression throughout postnatal development. Whereas the number of differentially expressed (CONV-R vs GF) genes increased with postnatal development, the number of DMPs decreased from W1 to W12/16. The number of genes for which both transcription and DNA methylation are regulated by the microbiota (differentially expressed and DMPs within a 5-kb window) increased with time. Together these observations indicate that the microbial effect on modifying the epithelial DNA methylation and transcriptional status increased during maturation and postnatal development of the intestine. Notably, W1 samples differed substantially from W4 and W12/16 samples, indicating that further studies are required to describe the early dynamics from W1 to W4 in greater detail. However, the microbiota did not seem to engage DNA methylation to regulate transcriptional responses globally, but instead only seemed to target a specific subset of microbially responsive genes through their DNA methylation status. This unexpected finding is not caused by inherent differences in our and published datasets as, for example, our transcriptome sequencing data and the list of microbially regulated genes from the adult stage overlapped significantly with our previous data obtained from microarray analysis of laser-dissected ileal IECs [6]. Our observations are further supported by a study by Camp et al. which reported that the microbiota did not globally alter the chromatin architecture to drive gene expression, but only for specific genes [12]. Thus, host epigenetic mechanisms do not seem to be employed by the gut microbiota to drive transcriptional responses on a global scale.

Our study further validated that many developmentally regulated genes such as *Pigr*, which was reported to have increasing expression from infant to juvenile, or *Tet1*, having a decreasing expression from infant to juvenile [73], in addition also were differentially methylated and therefore appeared to be epigenetically regulated during postnatal development. Moreover, we could show that several of the genes which were previously reported as microbially regulated in the adult [6, 10] were also regulated transcriptionally during postnatal development. For example, the glycolysis regulator *Pfkfb3* (6-phosphofructo-2-kinase) was not only induced by the microbiota in the adult as reported [6, 10], but is already microbially regulated in the infant.

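From W1 to W4 *Pigr* rose by a log2 fold change of 2.19 in CONV-R mice (Benjamini-Hochberg adjusted p = 4.31e-13 in edgeR) and by 2.82 (adjusted p = 2.38e-15) in GF mice. *Tet1* changed over the same interval by -1.71 (adjusted p = 1.32e-06) in CONV-R and -0.52 (adjusted p = 0.0584) in GF mice in edgeR. Methylation of these genes was compared here between CONV-R and GF mice at each stage but not between stages. Within 5 kb of the start, 1, 2 and 2 sites of *Pigr* and 17, 57 and 54 sites of *Tet1* were tested, with 0 at an adjusted p under 0.05 in the regression, and 1, 1 and 0 (*Pigr*) and 0 (*Tet1*) at an unadjusted p under 0.05.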

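*Pfkfb3* (ENSMUSG00000026773, chromosome 2: 11471433-11554077) stood at 41.6 ± 11.7 CPM in CONV-R and 48.1 ± 14.0 CPM in GF mice at W1, 80.7 ± 12.5 CPM in CONV-R and 10.8 ± 2.14 CPM in GF mice at W4 and 42.5 ± 17.6 CPM in CONV-R and 15.7 ± 2.66 CPM in GF mice at W12/16 (n = 5 each). The edgeR log2 fold change was -0.21 at W1 (Benjamini-Hochberg adjusted p = 0.632), 2.91 (adjusted p = 1.90e-09) at W4 and 1.44 (adjusted p = 9.22e-05) at W12/16.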

Surprisingly, we detected about ten times more DMPs in W1 compared to W4 or W12/16. 

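With the level of a library taken as the share of methylated reads among all reads at the common sites, it rose from W1 to W4 by 6.08 points (two-sided permutation p = 0.00233) and from W4 to W12/16 by 6.17 points (permutation p = 0.0306). Over each library's own sites of at least 5 reads, it changed by 2.06 points from W1 to W4 (permutation p = 0.317) and by 1.08 from W4 to W12/16 (permutation p = 0.619). A mean over the common sites gave rises that were smaller than those of the read share and had a permutation p above 0.05.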

Since methylation levels did not differ between the developmental stages, the increased number of DMPs in W1 did not seem to be simply due to higher overall methylation activity. Instead, the microbiota may differentially modulate de novo methylation and demethylation in the neonate mice. 

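In CONV-R mice *Dnmt3a* changed from W1 to W4 by a log2 fold change of -0.85 (Benjamini-Hochberg adjusted p = 2.52e-10 in edgeR) and from W4 to W12/16 by -0.43 (adjusted p = 0.000368). In GF mice the changes were -0.32 (adjusted p = 0.000923) and -0.32 (adjusted p = 0.00374) in edgeR. At W4 it stood at 106 ± 13.0 CPM in CONV-R and 123 ± 15.5 CPM in GF mice (n = 5 each).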

First, we detected generally higher levels of *Dnmt3a* during W1 compared to W4 or W12/16 and increased expression in CONV-R compared to GF mice. As DNMT3 mediates de novo methylation and parental imprinting [75], this temporal and microbiota-dependent expression pattern of *Dnmt3a* may therefore relate to the increased number of hypermethylated DMPs in the newborn mice. Conversely, *Tet3* expression was induced by the microbiota in W1 and since TET3 possesses hydroxymethylation activity [76, 77] and therefore mediates demethylation [69], the time- and microbiota-dependent expression pattern of *Tet3* may thus contribute to the increasing number of hypomethylated DMPs with increasing age. However, we can also not rule out a maternal imprinting effect, which may be dependent on the presence of microbiota in the mother before birth. 

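*Tet3* changed from W1 to W4 by a log2 fold change of -0.30 in CONV-R mice (Benjamini-Hochberg adjusted p = 0.0180 in edgeR) and by 0.30 (adjusted p = 0.0182) in GF mice. From W4 to W12/16 the changes were -0.10 (adjusted p = 0.623) in CONV-R and 0.25 (adjusted p = 0.0773) in GF mice in edgeR. At W4 it stood at 181 ± 17.5 CPM in CONV-R and 208 ± 40.1 CPM in GF mice (n = 5 each).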

Since the two groups of mice (CONV-R and GF) in the discovery cohort represent two separate colonies originating from different multiple mothers, we cannot exclude differential transgenerational inheritance of selected methylation marks (from the mother to the pups). In addition, as GF and CONV-R mice have been maintained separately for several generations, genetic drift occurring in the two mouse colonies could theoretically contribute to the observed signatures, as genetic variants may have affected methylation sites. However, we validated a selection of identified differentially methylated and differentially expressed genes in an independent cohort of mice from another colony from a different gnotobiotic animal facility (Max-Planck Institute, Plön) using qPCR and targeted amplicon sequencing of the DMP loci. The validation of several candidate genes in an independent cohort—although of a smaller scale—corroborates the existence of microbiota-induced “functional” methylation sites, which may impact on long-term gene expression signatures in IECs.

Future studies are needed to functionally validate the involvement of methylation-modifying enzymes during early postnatal development and in relation to the microbiota. For example, tracking the changes in intestinal microbiota composition along with epithelial DNA methylation and transcriptome signatures of DNMT- or TET-deficient mice during postnatal development would be a promising approach. Together our data suggest that the microbiota seems to engage components of the DNA methylation machinery, which may at least partially translate into the observed epigenetic and transcriptional differences through postnatal development.

## Conclusions

Postnatal development affects DNA methylation signatures and expression in intestinal epithelial cells, indicating that epigenetic processes contribute to developmental transitions largely driven by endogenous programs independent of microbial cues. However, our data also clearly show that the gut microbiota influences specific modules of the epithelial transcriptional network during postnatal development and targets only a subset of microbially responsive genes mainly functioning in IEC proliferation and immune responses through their DNA methylation status.

### Additional files

Additional file 1: List of primers used for validation experiment (qPCR and amplicon sequencing). (XLSX 49 kb)

Additional file 2: R code used for the integrated analysis shown in Fig. 5a. (R 1 kb)

Additional file 3: Venn diagram of differentially expressed genes (CONV-R versus GF, adjusted *p* value < 0.05, fold change > 2) in the three developmental stages. (PDF 409 kb)

Additional file 4: Gene expression data of small intestinal epithelial cells from germ-free (GF) and conventionally raised (CONV-R) mice at the three developmental stages W1, W4, and W12/16 determined by RNA sequencing. (XLSX 9442 kb)

Additional file 5: MA transcriptome plot for CONV-R versus GF comparison. Every *dot* represents one transcript. The x-axis denotes the mean expression value and the y-axis denotes the log2 fold change of CONV-R versus GF. *Red dots* indicate statistically significant transcripts (CONV-R versus GF, adjusted *p* value < 0.05). The ceiling/floor of two on log2 fold change (y-axis) is set because of better visualization. (PDF 632 kb)

Additional file 6: Gene ontology (GO) analysis of the microbially regulated genes from each developmental stage. (XLSX 39 kb)

Additional file 7: Alternative splicing analysis. **a** Overview of the five categories of alternative splicing (skipped exon, alternative 5′ splice site, alternative 3′ splice site, mutually exclusive exons, and retained intron) as analyzed by the rMATS program. **b** Pie charts of the relative composition of alternative splicing events in each sample group. The relative composition patterns of alternative splicing do not differ significantly among the groups. **c** Count of significantly different (CONV-R versus GF, *p* < 0.05) alternative splicing events in the five categories for each developmental stage. The number of retained intron events in W1 was significantly higher than in the other stages. (PDF 529 kb)

Additional file 8: Alternative splicing events (total and only significant events in CONV-R versus GF) in the three developmental stages. (XLSX 9 kb)

Additional file 9: Heatmap of developmentally regulated genes (*n* = 553 genes). (PDF 818 kb)

Additional file 10: Gene ontology (GO) analysis of the co-expressed genes in different selected groups from Fig. 3. (XLSX 53 kb)

Additional file 11: Methylation levels across all samples (median ± standard deviation). (PDF 384 kb)

Additional file 12: Genomic location of DMPs (CONV-R versus GF) in the three developmental stages. (PDF 384 kb)

Additional file 13: Expression analysis of selected genes involved in DNA methylation: *Dnmt1* (DNA methyltransferase 1), *Dnmt3b* (DNA methyltransferase 3b), *Tet1* (Tet methylcytosine dioxygenase 1), *Tet2* (Tet methylcytosine dioxygenase 2), *Uhrf1* (Ubiquitin-like containing PHD and RING finger domains 1), *Uhrf2* (Ubiquitin-like containing PHD and RING finger domains 2), *Mbd2* (Methyl-CpG Binding Domain Protein 2), *Mbd3* (Methyl-CpG Binding Domain Protein 3), *Foxo3* (Forkhead box O3). (PDF 448 kb)

Additional file 14: Methylation levels of microbiota- (CONV-R versus GF) and development-dependent (W1 versus W4 versus W12/16) DMPs. Hierarchical clustering resulted in ten DMP groups. (XLSX 203 kb)

Additional file 15: Heatmap of methylation levels for developmentally related methylation sites. (PDF 658 kb)

Additional file 16: Venn diagram of differentially expressed genes (CONV-R versus GF) that also contain DMPs within a 5-kb window. (PDF 377 kb)

Additional file 17: List of differentially expressed genes (CONV-R versus GF) that also contain DMPs as depicted in Additional file 13. (XLSX 45 kb)

Additional file 18: Gene expression and DNA methylation levels of *Mob3b* (MOB kinase activator 3B) and *Ube2a* (Ubiquitin conjugating enzyme E2 A) genes and genomic loci in CONV-R and GF mice during postnatal development. (PDF 438 kb)

Additional file 19: Validation of a subset of differentially expressed and methylated genes. Small intestinal epithelial tissue was harvested by scraping from an independent cohort of GF and CONV-R mice from another gnotobiotic animal facility and both DNA and RNA were isolated for qPCR expression analysis and targeted methylation analysis using amplicon sequencing. *Asterisks* denote observations in the validation data that showed the same trend/direction as in the initial data, but were only very close to reaching the significance threshold after correction for multiple testing and therefore were considered as validation. (XLSX 48 kb)

## Abbreviations

CONV-R: conventionally raised specific pathogen-free
CpG: DNA motif with cytosine followed by a guanine
DMP: differentially methylated position
DNMT: DNA methyltransferase
DTT: dithiothreitol
EDTA: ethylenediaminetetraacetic acid
FDR: false discovery rate
GF: germ-free
GO: Gene Ontology
HDAC: histone deacetylase
IEC: intestinal epithelial cell
MDS: multidimensional scaling
PCA: principal component analysis
RNA-Seq: RNA sequencing
RRBS: reduced representation bisulfite sequencing
SCFA: short-chain fatty acids
W1, W4, W12/16: 1, 4 or 12/16 week-old mice

How the deposited data were processed for this re-analysis (not part of the article)

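For each of 30 mice the authors deposited RNA-Seq counts, the number of reads per Ensembl gene without normalization, made by alignment with TopHat2 and Bowtie2 and counting with HTSeq. For 29 mice the authors also deposited RRBS values, namely the counts of methylated and of unmethylated reads and the percent methylated at each cytosine of a CpG, from alignment with Bismark to mm10 (GRCm38). Versions of these tools as used for the RNA-Seq and RRBS data, and the release of the gene annotation, are not given in the sources used here. The paper's methods give versions of Bismark and Bowtie for the amplicon sequencing only. The RRBS values list sites from 1 read on, so the minimum of 5 reads was applied here. Whether sites at variants of the C57BL/6N strain had been taken out of these values is not given in the sources used here, and no such step was added.

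Stage, status and replicate number were taken from the labels of the samples. Each RNA-Seq library was correlated, across genes, with the values that Additional file 4 lists for the 30 mice. In 30 of 30 cases the highest correlation was with the mouse of the same label, with a lowest Pearson r of 0.946 over 965 genes, which are not independent replicates. No pair of RNA-Seq libraries was a duplicate, as the chi-square between 2 libraries of a group was at least 2.73 per gene. No such comparison was made for the RRBS libraries.

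Of the 28221 genes, 27901 have a symbol in the reference used here, and 6 symbols belong to more than 1 gene, which were kept apart by their IDs. Between 37.9 and 56.9% of the uniquely aligned reads of a library lay on no gene. Counts on genes ranged from 5831219 to 11341840 with a median of 8411186. At RRBS sites the reads ranged from 2378522 to 30679231 with a median of 20702780, and the sites with 5 reads from 51414 to 1442325. The genome build was checked on 1812790 sites of the autosomes, X and Y with 5 reads in at least 2 libraries: 49.9595% lie at the C and 50.0405% at the G of a CpG of GRCm38, and 0.0% at neither. Transcription starts came from 45756 RefSeq transcripts of 26180 genes on the same build.

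The computations used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. RNA-Seq counts were filtered with filterByExpr over the 6 groups, scaled by TMM and fitted with the quasi-likelihood method of edgeR, with a trended dispersion, a common dispersion of 0.0206 and 5.10 prior degrees of freedom. Contrasts gave CONV-R against GF at each stage, the change between stages within each status, and the difference of the CONV-R against GF change between stages. Adjusted p are Benjamini-Hochberg values over all genes tested, and all tests on genes and sites are two-sided. Means per library of log2 CPM use a prior count of 2, and marker lists a pseudocount of 1 CPM.

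The package DSS, which the paper names, was not used here. Its arcsine beta-binomial regression for general designs was written out instead, with 0.1 added to the reads in the link, generalised least squares, a dispersion for each site held above 0.001, and a Wald test against the normal distribution. The paper's methods do not state the number of libraries a site needs, and 3 in each group were required. Levels of methylation were compared by exact permutation of mice within a stage and by 100000 permutations between stages, and shares of variance by 100000 permutations (10000 with 1 library left out). Genes and sites were joined by the steps in the paper's methods (5 kb around the transcription start, gaps of 200 bp, 20% of the sites of a region). Gene Ontology terms, transcription factor binding sites and splicing were not analysed here, nor was the independent cohort of mice.

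Results were computed again under the other settings that apply to them: DESeq2, its size factors, no filter on low counts, fits of the libraries of 1 stage, no fold-change threshold, the replicate number as a block, other minima of reads and libraries, a t reference, edgeR on methylated and unmethylated reads, other windows and, for most results but not the genes with both changes, each library left out in turn. For counts from a model across genes or sites, 100 splits of the same libraries into groups of the same sizes were drawn, the real split included, and each was fitted in the same way.

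Genes are named by a rule: the 42 genes for which the paper names a measured change, the 3 largest rises and falls at each stage among called genes whose groups do not overlap, genes called at every stage, and single genes of marker lists with 5 genes or fewer. Values of many of the 42 genes in the paper's tables and figures had been seen. Sites are named as the 3 of smallest adjusted p at each stage whose groups do not overlap, with the stretch of Fig. 5b and the sites of Additional file 14 as a set. The 20 marker lists, read as means of log2(CPM + 1), came from common knowledge of marker genes, after Additional file 10 and Fig. 2 had been seen. Their 60 tests are two-sided exact permutation tests over the 252 splits of 10 libraries, adjusted by Benjamini-Hochberg. Some results on single genes are not reported here.

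Before use, each procedure was run on simulated data with known changes. For the W4 comparison of 13585 genes with 200 changed, edgeR recovered 89.0% of them at an adjusted p under 0.05, without the fold-change threshold. For 50000 sites with 200 changed by 60 points, the regression recovered 89.0, 91.5 and 89.0% at the depth of W1, W4 and W12/16, and 3.25, 3.30 and 3.57% of the unchanged sites had a p under 0.05. The spread between simulated mice was a set value, not estimated from the libraries.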

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

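The comparisons of the immunoglobulin genes, of the methylation of the ribosomal RNA stretch and of the share of reads on genes, and the tests on genomic DNA in the RNA preparations, on the read depth of the ribosomal RNA stretch and on *Reg3g*, *Duox2* and *Nos2* beside the B cell list, were chosen only after the result was seen.

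In 22 groups of libraries (8.53%), the highest or lowest library lay so far from the others that its gap to the nearest exceeded the 95% limit of Dixon's ratio. As chance alone singles out about 1 in 20 groups, 12.9 were to be expected. For the RRBS libraries the measure was the number of sites with 5 reads: W4 CONV-R 5 had 369154 (others of its group 1186737 to 1406875), W12/16 CONV-R 4 had 51414 (1212447 to 1442325) and W4 GF 1 had 128573 (1079710 to 1405836). Of the uniquely aligned RNA reads of W12/16 GF 3, 46.638% lay on genes (45.292 to 45.675 in the others), and W12/16 CONV-R 2 lay at 6.406 on the second principal component (-8.111 to -5.788). Means of marker lists, as log2(CPM + 1), stood apart for endothelial cells in W4 GF 5 (0.835 against 0.608 to 0.668), Paneth cells in W1 CONV-R 2 (4.595 against 5.19 to 5.402), proliferation in W12/16 CONV-R 2 (6.585 against 6.868 to 6.93), the immediate early list in W4 GF 5 (7.312 against 8.971 to 9.234) and in W12/16 GF 4 (9.744 against 9.545 to 9.599), and *Nnt*, which differs between substrains, in W12/16 GF 4 (6.384 against 6.123 to 6.193). The Y chromosome list did so in W1 CONV-R 4 (0.108 against 0.231 to 0.278) and W12/16 GF 1 (0.279 against 0.041 to 0.089), and *Xist* in W1 CONV-R 3 (11.581 against 10.869 to 10.988), W4 CONV-R 5 (10.009 against 10.584 to 10.733) and W12/16 GF 4 (11.234 against 10.994 to 11.059). Among the genes plotted, CPM stood apart for *Duox2* in W12/16 GF 4 (158.7 against 97.82 to 110.4), *Saa1* in W12/16 GF 5 (2.591 against 0 to 0.296), *Fn3k* in W4 GF 4 (0.664 against 1.359 to 1.588) and *Rb1* in W4 CONV-R 5 (162.6 against 175.5 to 179), W1 GF 2 (76.27 against 59.09 to 62.45) and W12/16 GF 5 (318.7 against 236.5 to 249.8).

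For the libraries apart in *Xist* or the Y chromosome list, a male mouse is argued against, since *Xist* was at 10.009 or more in every library and the Y chromosome list at 0.325 or less. For the other values no technical explanation was tested. No biological explanation was tested either. The mice of a group share stage and status, but at W12/16 they range in age from 12 to 16 weeks, and age stays open there. Of the 22, W12/16 GF 4 accounts for 4, and W4 GF 5, W4 CONV-R 5, W12/16 CONV-R 2 and W12/16 GF 5 for more than 1 each.

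The change of expression from GF to CONV-R mice differed between stages, by edgeR's test of the difference itself. At a Benjamini-Hochberg adjusted p under 0.05 this held for 2250 genes between W4 and W1, 3850 between W12/16 and W1, and 1989 between W12/16 and W4. Of the 40 genes that the paper names and that were tested, it held for 21, 20 and 11, and the size of the change was larger at the later stage for 11, 13 and 4 of these. With status shuffled within each stage, 1, 1 and 2 of 100 splits of the libraries, the real one included, gave as many genes. The other split that did so for W12/16 and W4 gave 3817. Such splits stand for no effect of status at either stage, not for an equal effect at both. They therefore cannot decide whether chance made the effects differ between stages. A difference in library size is argued against at W12/16, where log2 total counts differed by -0.0697 (two-sided exact permutation p = 0.524, n = 5 each). Another scaling left the numbers within 1.5 times but shifted the balance of directions, as 877 of the 1989 genes had a more positive change at W12/16 than at W4, against 757 of 2224 in DESeq2 and 695 of 2013 with its size factors in edgeR. Between W12/16 and W1 these numbers were 1900 of 3850, 1633 of 3902 and 1518 of 3709. For the regulated genes of W4 and W12/16, an effect of the microbiota and another position of the tissue along the small intestine cannot be told apart. The list of proximal genes minus that of distal genes was higher in CONV-R mice by 0.34 at W12/16 (exact permutation p = 0.143, n = 5 each), by 0.543 at W4 (exact permutation p = 0.0159) and by 0.285 at W1 (exact permutation p = 0.516). Single genes of the lists went both ways at W12/16, with 1.86 for *Slc40a1*, -1.72 for *Lct* and -1.28 for *Slc10a2*, which keeps the question open. The labels give no batch, so a difference between preparations was not tested. Age and colonization stay open as biological explanations.

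*Dnmt3a* and *Tet3* changed in opposite directions at W1 and W12/16. In all 5 CONV-R libraries both genes were above all 5 GF libraries at W1 and below them at W12/16. The log2 change at W12/16 minus that at W1 was -0.639 for *Dnmt3a* (Benjamini-Hochberg adjusted p = 0.000201 in edgeR) and -0.944 for *Tet3* (adjusted p = 7.48e-05). *Atp7a* was higher in all 5 CONV-R libraries at W4 (0.61) and lower on average at W12/16 (-0.29), where the groups overlap, with a difference of -0.901 (adjusted p = 3.96e-05 in edgeR). Without CONV-R 2, CONV-R 3, GF 2 or GF 3 the W1 changes of *Dnmt3a* and *Tet3* no longer passed (adjusted p up to 0.0578 and 0.106 in edgeR), and without CONV-R 5 or GF 5 that of *Atp7a* at W12/16 no longer did (up to 0.0782). The other settings kept each of these directions. Library size is argued against at W12/16 by the difference of -0.0697. *Xist* (0.67 at W1, -0.71 at W12/16) and 3 immediate early genes (0.97 and -0.54, on the scale of log2(CPM + 1)) turned in the same way as *Dnmt3a* and *Tet3*, each with an exact permutation p of 0.00794 and a Benjamini-Hochberg adjusted p of 0.0433 over the 60 tests of lists (n = 5 each, all 5 libraries on one side). A difference between the preparations of the groups could turn all of them and was not tested. An effect of colonization that depends on age stays open beside it.

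Immunoglobulin genes, which the paper does not discuss, reached 657.8 ± 775 CPM in W12/16 CONV-R mice (48.9 to 1950.0) and 39.0 ± 11.8 CPM in GF mice (31.2 to 59.5; two-sided exact permutation p = 0.0159, n = 5 each). At W4 they stood at 50.9 ± 20.8 and 25.1 ± 7.03 CPM, and at W1 at 29.0 ± 4.20 and 26.0 ± 4.30 CPM. Of 5 immunoglobulin genes tested at W12/16, edgeR called 3 higher and 0 lower in CONV-R mice. The values are consistent with lymphoid cells in some of the preparations: the B cell list ranged over 3.556 (log2) among the W12/16 CONV-R libraries and over 1.862 among the GF libraries (exact permutation p of the spread = 0.119), its 10 genes were all higher on average in CONV-R mice, and 3 of 5 CONV-R libraries lay above all GF libraries. The plasma cell list ranged over 2.10 in CONV-R mice, but the epithelial list over 0.207. As the source of *Reg3g*, *Duox2* and *Nos2*, lymphoid cells are argued against, since 2 libraries with the B cell list within the range of the GF libraries had all 3 genes above all GF libraries, and the mean of the 3 genes ranged over 1.076. Whether more lymphoid cells were in the mucosa of colonized adult mice or were carried along in the isolation was not tested.

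In the ribosomal RNA stretch of chromosome 17, which the paper does not discuss, methylation over 462 sites was 18.1 ± 1.41% in W1 CONV-R mice (n = 4) and 21.9 ± 1.65% in W1 GF mice (n = 5). The difference of -3.792 points had a two-sided exact permutation p of 0.00794, the smallest that 126 splits can give. At W4 and W12/16 it was -0.167 and -0.198 (exact permutation p = 0.944 and 0.929, n = 5 each). Read depth is argued against, as the level did not follow the log10 number of reads within the W1 groups (pooled correlation of -0.049, exact permutation p = 0.930, 9 libraries), and depth itself differed by 0.110 (exact permutation p = 0.698). Reads from copies of the repeat that the assembly does not hold, and a difference in the repeats between the colonies, were not tested. An effect of colonization at this age stays open, and whether the difference at W1 differs from that at later stages was not tested.

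The share of uniquely aligned RNA reads that lay on genes differed between CONV-R and GF mice, a measure the paper does not report. At W1 it was lower by 8.46 points in CONV-R mice, a difference of -8.455 (50.6 ± 3.30 against 59.0 ± 2.88%), and at W12/16 higher by 5.805 points (51.5 ± 2.82 against 45.7 ± 0.531%), each with a two-sided exact permutation p of 0.00794, the smallest that 252 splits can give (n = 5 each, with all 5 on one side). At W4 the difference was 3.91 points (exact permutation p = 0.0556, n = 5 each). Genomic DNA in the preparations is argued against at W1, since the 197 olfactory receptor genes together were lower in CONV-R mice by 1.63 CPM, a difference of -1.625 (6.30 ± 0.419 against 7.93 ± 0.746 CPM, exact permutation p = 0.00794), where DNA would have raised them. At W12/16 they were higher in CONV-R mice by 5.52 CPM (exact permutation p = 0.00794), and at W4 by 1.23 CPM (exact permutation p = 0.0397, n = 5 each). Unspliced RNA, transcripts missing from the annotation and a difference between preparations were not tested, and an effect of status at each age stays open.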

How the results depend on the processing

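Tests chosen only after the result was seen were the fit of the libraries of 1 stage with the replicate block, the joint count with 2 libraries per group, the level at sites covered in at least 20 libraries, the level outside the ribosomal RNA stretch and the distance over the sites that each pair of libraries shares. The other choices and alternatives of this section were made before the data were examined. Tests that other sections name as chosen after the result was seen come on top of these. The fit of 1 stage with the block was taken out after its values had been seen and then restored.

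Of the values that answer a comparison, most kept their direction and side of the threshold (for counts, stayed within 1.5 times), while 15 lost and 4 gained the threshold, 45 moved and 11 reversed. For single genes and sites these numbers were 870, 35, 18, 23 and 26. The 9 sites named kept their direction without any 1 library, and with 10 reads in the 6 cases that could be tested, while none was called with a t reference. The counts of genes changed between stages within CONV-R or GF mice, and of genes whose CONV-R against GF change differs between stages, stayed within 1.5 times under DESeq2, its size factors, no filter and the block, and without any 1 library. They ranged over settings from 3166 to 3990 and from 877 to 1110 in CONV-R mice, from 3250 to 4157 and from 728 to 843 in GF mice, and from 1797 to 2451, from 3184 to 3902 and from 1518 to 2224 for the differences. Without 1 library the last ranged from 1813 to 2682, from 3160 to 4003 and from 1351 to 2561.

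Regulated genes (52, 579 and 956) were 828, 3182 and 4677 without a fold-change threshold, a looser criterion by construction. In fits of the libraries of 1 stage they were 31 (25 shared) at W1 and 612 (602 shared) at W12/16, with 435 at W4 within 1.5 times. The cause was not tested. Without 1 library the W1 count ranged from 33 (CONV-R 2) to 121 (CONV-R 5), with 80 without CONV-R 1, while W4 gave 504 to 640 and W12/16 647 to 1079. At W1 the share of RNA variance due to status lost its threshold on the 500 genes of highest variance (21.6%, one-sided exact permutation p = 0.0714), and ranged without 1 library from 21.7 to 30.9%, with an exact permutation p of 0.0714 without CONV-R 2, 0.0556 without GF 2 and 0.0635 without GF 3, GF 4 or GF 5.

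Replicate numbers were tried as a block, although the samples share only a number: the mean correlation of the deviations of same-numbered CONV-R and GF libraries was -0.10, 0.14 and 0.10 at W1, W4 and W12/16, with 1, 3 and 2 of 5 pairs over 0.1. With the replicate block in the fit of all libraries, regulated genes numbered 48, 568 and 881. In the fits of 1 stage with the block, chosen after seeing the data, they were 1 (shared), 464 and 634 (608 shared). The block in the site regression gave 1760 sites at W1 (129 shared with the 415), 82 at W4 and 63 at W12/16. Under the block *Dnmt3a* at W4 had an adjusted p of 0.0451 in edgeR (log2 change of -0.21).

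The numbers of differentially methylated sites (415, 108 and 44) depended on the settings most. At W1 there were 154 with 10 reads (110 shared), 1493 with 2 libraries per group, 111 with every library covered (39 shared) and 3 in edgeR on methylated and unmethylated reads. W4 gave 8 with every library covered (4 shared), 51 among sites tested at every stage, 66 in 1 fit of 29 libraries (59 shared) and 30 in edgeR (26 shared). W12/16 gave 0 with every library covered, 23 in 1 fit of 29 libraries (15 shared) and 28 in edgeR (8 shared). A t reference left 0, 0 and 0 sites, and it recovered 0% of simulated changes, so that this setting could not make calls in the simulated reads either. Fewer sites are tested where more libraries or all stages are required, while for the other settings the cause was not tested. Without 1 library the count ranged from 42 to 848 at W1 (42 without CONV-R 2, 848 without CONV-R 3, 183 without CONV-R 4, 155 without GF 1, 153 without GF 2, 183 without GF 5), from 77 to 122 at W4 and from 4 to 162 at W12/16 (162 without CONV-R 1, 16 without CONV-R 2, 9 without CONV-R 3, 4 without GF 2, 13 without GF 4, 27 without GF 5). The share of sites lower in CONV-R mice moved with them, over settings from 0 to 91.9% at W1, from 0 to 25.5% at W4 and from 29.8 to 71.4% at W12/16.

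The difference of the mean methylation level between CONV-R and GF mice reversed over each library's own sites, to 0.619 points at W1 (two-sided exact permutation p = 0.865) and 0.0329 at W4 (exact permutation p = 0.984). At sites covered in at least 20 libraries it was 0.0385 at W1 (exact permutation p = 0.849), 0.298 at W4 (exact permutation p = 0.960) and 0.0196 at W12/16 (exact permutation p = 0.992). Outside the ribosomal RNA stretch it was -2.14 at W1 (exact permutation p = 0.0635) and 0.0088 at W4 (exact permutation p = 0.992). It was larger at W1 as the share of methylated reads (-10.4, exact permutation p = 0.00794), as the median over sites (-4.70, exact permutation p = 0.0159) and with 10 reads (-5.16, exact permutation p = 0.0476). The cause was not tested. Without 1 library it ranged from -4.96 to -3.21 at W1, where exact permutation p exceeded 0.05 without any library but CONV-R 3 (0.0571 to 0.125). It ranged from -1.39 to 1.20 at W4 (0.436 without CONV-R 4, 1.08 without CONV-R 5, 1.20 without GF 3, 0.341 without GF 4) and from -2.56 to 0.274 at W12/16 (0.274 without CONV-R 4). As the share of methylated reads, the level rose by 6.08 points from W1 to W4 (permutation p = 0.00233) and by 6.17 from W4 to W12/16 (permutation p = 0.0306), past the threshold that the mean over sites did not pass. The share of variance due to stage passed it with 10 reads (12.7%, permutation p = 0.0490) and over pairwise shared sites (14.1%, permutation p = 1e-05, the smallest possible). For neither was the cause tested.

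Genes with both changes (2, 0 and 0) were 25, 7 and 70 with regions kept on an unadjusted p, which is looser by construction, 11 at W1 and 2 at W12/16 over the gene body, 0 at W1 and 3 at W12/16 with 10 reads, and 5 at W1 with 2 libraries per group. DESeq2 gave 2, 0 and 0. Leaving out replicates was not applied to this count.

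Among the named genes, reversals under another setting were those of Dnmt3b log2 fold change W12/16 (-0.0065 with size factors, -0.0052 in DESeq2), *Nod2* at W4 (0.0064 with the block), *Pik3cd* at W1 (0.0053 in the fit of W1) and *Uhrf1* at W1 (-0.000727 in DESeq2), none of them past the threshold. Leaving out 1 library turned the sign of log2 changes that likewise did not pass: *Atf4* -0.107 to 0.0388, *Atp7a* -0.0032 to 0.0952, *Cacna1i* -0.1757 to 0.4155, *Camk2b* -0.0055 to 0.1292, *Dnmt1* -0.0491 to 0.104, *Dnmt3b* -0.0336 to 0.1623, *Foxo3* -0.0941 to 0.0641, *Itga5* -0.000706 to 0.3815, *Mmp14* -0.0752 to 0.1039, *Nod2* -0.2312 to 0.1714, *Pik3cd* -0.1294 to 0.112, *Ube2a* -0.0525 to 0.0125 and *Uhrf1* -0.0972 to 0.1021 at W1, *Camk2b* -0.2079 to 0.0344, *Dnmt3b* -0.205 to 0.0461, *Nod2* -0.1478 to 0.2973, *Pigr* -0.0476 to 0.061, *Rb1* -0.0906 to 0.075 and *Tet2* -0.058 to 0.1692 at W4, and *Dnmt3b* -0.0457 to 0.1288 and *Tet1* -0.2353 to 0.0511 at W12/16. Of the 42 genes the paper names, 7, 23 and 25 passed an adjusted p of 0.05 in edgeR at W1, W4 and W12/16, and 6, 5 and 5 of these lost it without some 1 library and 2, 3 and 3 under another setting, while 1, 3 and 3 gained it without 1 library and 0, 2 and 4 under another setting. None past the threshold reversed.

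The RRBS libraries W1 GF 3, W4 GF 1, W12/16 CONV-R 4 and W12/16 GF 3 had 2378522, 3314566, 2996201 and 3367311 reads at sites, against a median of 20702780. While 774 sites had 5 reads in all 29 libraries, 29929 had them in at least 25, so that other libraries limited the common sites too. At many sites the test rests on fewer libraries than the group has. A difference at a site without 5 reads in 3 libraries of each group was not detectable here. In simulated reads with a set spread between mice, 21.2, 19.4 and 23.6% of the sites called at W1, W4 and W12/16 were false, and the share among the real calls is not known.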

Differences from the paper's values

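For the values below, the alternatives tested were set before the data were examined, except where a sentence says that 1 library was singled out, which was done only after the result was seen.

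Expression counts differ at 2 points. The paper has 21,619 genes entering the analysis, and 13692 passed the filter here. Without a filter on low counts 23137 genes entered, within 1.5 times of the paper's value. For the links of the co-expression network the paper gives 34,437 and Spearman correlation gave 22891 here. Pearson correlation of log2 CPM, with 41267, comes within 1.5 times, and the network without a fold-change threshold, with 598640, does not.

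For the sites in the overall comparison of methylomes the paper gives 1,296,536, and 774 had 5 reads in all 29 libraries here (584 with 10 reads, which differs too). Counted in at least 10 libraries, the sites with 5 reads number 1384596, within 1.5 times of the paper's value.

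Differentially methylated sites at W1 number 1496 in the paper and 415 here. The settings with 2 libraries per group (1493) and with the replicate block (1760) come within 1.5 times. Those with 10 reads (154), every library covered (111), a t reference (0), autosomes only (352), a difference of at least 10 points, sites tested at every stage (363), 1 fit of 29 libraries (528) and edgeR on methylated and unmethylated reads (3) do not. At W12/16 the paper has 217 and the regression called 44 here. No alternative came within 1.5 times: 57 with 10 reads, 47 with 2 libraries per group, 0 with every library covered, 0 with a t reference, 41 on autosomes, 44 with a difference of at least 10 points, 63 with the block, 35 among sites tested at every stage, 23 in 1 fit of 29 libraries and 28 in edgeR. Without the library labelled W12/16 CONV-R 1, singled out after seeing the data, the count was 162, within 1.5 times. How many of the paper's own sites that setting drops was not counted.

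Of the W1 sites the paper places 175 in promoters, and 62 lay there here. The settings with 2 libraries per group (200) and with the block (230) come within 1.5 times, and those with 10 reads (21), every library covered (0), a t reference (0), autosomes only (31), a difference of at least 10 points (62), sites tested at every stage (54), 1 fit of 29 libraries (82), edgeR (0) and promoters from 2 kb upstream to 200 bp downstream (44) do not. For W12/16 the paper has 15 and 5 were found here, with 8, 5, 0, 0, 4, 5, 2, 3, 4, 2 and 6 under 10 reads, 2 libraries per group, every library covered, a t reference, autosomes, 10 points, the block, sites tested at every stage, 1 fit of 29 libraries, edgeR and the other promoter, none of them within 1.5 times. Without the library labelled W12/16 CONV-R 1, singled out after seeing the data, 17 sites lay in promoters. As a share of the sites called, the paper gives 0.8% at W4, where 6.48% was found (3.70% with the other promoter and 16.8% with 10 reads, which both differ, and no lower than 3.03% under the other settings with sites in promoters). At W12/16 the paper gives 6.9% and 11.4% was found, with 13.6% for the other promoter and 14.0% for 10 reads, which both differ. On autosomes the share was 9.76%, among sites tested at every stage 8.57%, in edgeR 7.14% and without CONV-R 5 7.27%, each within 1.5 times.

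Genes with changed expression and a differentially methylated site nearby number 17, 34 and 79 in the paper at W1, W4 and W12/16, and 2, 0 and 0 here. The R code of Additional file 2 forms regions of at least 200 bp from sites at an unadjusted p under 0.1 and a difference of 20 points, and adjusts p afterwards, and this rule was not run here. With regions kept on an unadjusted p the numbers were 25, 7 and 70, within 1.5 times at W1 and W12/16 but not at W4, and 1, 2 and 11 of these genes are in Additional file 17. The window over the gene body (11, 0 and 2), 10 reads (0, 0 and 3) and DESeq2 (2, 0 and 0) all differ. Over all stages the paper has 126 genes, against 2 here, 102 with regions kept on an unadjusted p (within 1.5 times), 13 over the gene body, 3 with 10 reads and 2 with DESeq2. Opposite directions of expression and methylation are given for 72 genes in the paper and found for 1 here, with 59 on an unadjusted p (within 1.5 times), 6 over the gene body, 1 with 10 reads and 1 with DESeq2.

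The paper states that *Fn3k* and *Sdr16c6* were raised in colonized mice at W1. *Fn3k* had a log2 fold change of -0.52 there (Benjamini-Hochberg adjusted p = 0.376 in edgeR, 0.132 to 0.724 over the alternatives), and *Sdr16c6* stood at 0.641 ± 0.277 CPM in CONV-R and 1.04 ± 0.329 CPM in GF mice. A later return of *Fn3k* to a lower level was found, with -2.10 from W1 to W4 in CONV-R mice (adjusted p = 0.000564 in edgeR). The statement that *Pfkfb3* is already regulated by the microbiota in infants stands against -0.21 at W1 (adjusted p = 0.632 in edgeR, 0.315 to 0.873 over the alternatives), while the values of 2.91 at W4 and 1.44 at W12/16 go with its induction in older mice. *Plagl1* is described as higher in CONV-R mice and hypomethylated. Its log2 fold change was -0.95 at W4 (adjusted p = 0.0166 in edgeR, 0.00863 to 0.0530 over the alternatives, with 0.0530 without CONV-R 2) and -1.06 at W12/16 (adjusted p = 0.0102), and Additional file 17 lists it as lower too. At W1 it was higher, at 0.33 (adjusted p = 0.162 in edgeR). The mean methylation difference of its sites within 5 kb of the start was -7.82 points, without a site past an adjusted p of 0.05 in the regression.

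The paper names 9 genes as raised or lowered by the microbiota at the later stages, without giving the stage of each. Its methods define some groups of raised genes as low at W4, so a gene without a change there need not differ from the paper. In the named direction, 7 of the 9 changed at W4 and 8 at W12/16 past an adjusted p of 0.05 in edgeR. The exceptions are *Nod2* at W4 (log2 fold change of -0.01, adjusted p = 0.990, 0.692 to 0.993 over the alternatives; 0.0064 with the block), *Pigr* at W4 (-0.01, adjusted p = 0.982) and *Pnliprp2* at W12/16 (-0.51, adjusted p = 0.0843, but 0.0186 without CONV-R 5), whereas *Nod2* (1.37) and *Pigr* (1.22) at W12/16 and *Pnliprp2* at W4 (-1.95) passed. The paper's cluster of induced immune genes is described as responding more strongly with age. From W1 to W4 the change rose by 1.87 for *Duox2* and by 4.23 for *Reg3g*, as described. From W4 to W12/16 it fell by 1.86 for *Reg3g* (a difference of -1.86, adjusted p = 3.96e-05 in edgeR), *Saa1* went from 133 to 33.5 CPM in CONV-R mice, and the change moved by 0.24 for *Duox2* (adjusted p = 0.577) and 0.55 for *Nos2* (adjusted p = 0.199).

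Hypo- and hypermethylated sites are described as equally frequent. At W4, 25 of 108 sites were lower in CONV-R mice, against 203 of 415 at W1 and 19 of 44 at W12/16. Fig. 4c draws more of the W4 sites as hypomethylated, and counted in the other direction (GF minus CONV-R) 83 of the 108 would be hypomethylated here. The paper describes the number of sites at W1 as higher by an order of magnitude than later. The counts here were 415 against 108 and 44, with 1493 against 122 and 47 for 2 libraries per group and 1760 against 82 and 63 with the block. In edgeR on methylated and unmethylated reads the order turned (3 against 30 and 28), and without W1 CONV-R 2 the W1 count was 42. An enrichment of promoters among the sites is described for W1 compared with W4 and W12/16, and the shares were 14.9, 6.48 and 11.4%, below the share of promoters among the sites tested at each stage. Among sites with a mean methylation of 10 to 90% they were 15.03, 5.71 and 11.63%, against 12.7, 12.64 and 13.08% of the sites tested, a comparison made without a test. On autosomes alone the shares of all calls were 8.81, 6.25 and 9.76%, and with 10 reads 13.6, 16.8 and 14.0%, so that W1 was no longer the highest. *Dnmt3a* is described as higher in CONV-R mice, which held at W1 (0.32) but not at W4 (-0.21) or W12/16 (-0.32), and its higher level at W1 than later was found as described. The paper states both that methylation rises with age and that it does not differ between stages. The rises here were 1.80 and 2.43 points with permutation p above 0.05, and 6.08 and 6.17 points as the share of methylated reads with permutation p of 0.00233 and 0.0306.

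The sites of *Camk2b* that the paper calls at W4 and W12/16 lacked 5 reads in 3 libraries of each group and were not tested here. Within 5 kb of the start of *Mob3b* or *Ube2a*, no site passed an adjusted p of 0.05 in the regression. The *Camk2b* stretch lies more than 5 kb from either end of its gene. The paper's sites for *Mob3b*, *Ube2a* and other genes may therefore lie outside the window examined here for single genes. Additional file 17 lists 130 pairs of gene and stage for its 126 genes. In Additional file 14 the group names in the header of the sheet of microbiota-associated sites do not go with the values under them: read by these names, the columns had a mean correlation across sites of 0.387 with the groups here (lowest -0.461), and read in the order of the stages 0.810 (lowest 0.743). The header of the sheet of developmental sites gave 0.925 (lowest 0.853). The paper's methods set the window of the joint test around the transcription start, while Fig. 5a draws it around the gene.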

Other observations

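Tests chosen only after the result was seen were those on the library labelled W12/16 CONV-R 1 (a wrong label, a swap, a germ-free mouse), on the count of W12/16 sites without it, on the read coverage of the X chromosome and on *Gm16867*, whose counts had been seen.

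Of the 42 genes that the paper names, 40 were tested. An adjusted p under 0.05 over all genes tested in edgeR (Benjamini-Hochberg) was reached by 7, 23 and 25 at W1, W4 and W12/16, and by 8, 25 and 26 when adjusted over the list alone. As the study chose these genes on the same mice, the latter is not independent evidence.

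Marker lists were compared between CONV-R and GF mice as means of log2(CPM + 1), in 60 two-sided exact permutation tests with 5 mice per group. A Benjamini-Hochberg adjusted p of 0.0433, with an exact permutation p of 0.00794, the smallest of the 252 splits, and all 5 libraries of a group on one side, was reached by fibroblasts (-0.97) and erythroid cells (-1.21, 4 of 5 genes tested) at W12/16, Paneth cells at W1 (-0.54), the proximal small intestine at W4 (0.82), pancreatic acinar cells at W4 (-0.06, 2 of 6 genes tested), *Xist* at W1 (0.67) and W12/16 (-0.71), the 3 immediate early genes used here at W1 (0.97) and W12/16 (-0.54), and *Nnt* at W1 (0.67) and W12/16 (0.54). The differences that did not pass were, at W1, W4 and W12/16, 0.36, 1.14 and 1.29 for B cells (all 10 genes tested), -0.01, 0.12 and 1.10 for plasma cells (3 of 5 tested), 0.01, 0.10 and 0.88 for T cells (all 6 tested), 0.06, 0.32 and 0.33 for myeloid cells (all 6 tested), 0.01, 0.01 and 0.17 for endothelial cells, 0.20, 0.13 and -0.24 for smooth muscle (3 of 5 tested), -0.09, -0.09 and -0.01 for epithelial cells, -0.03, 0.23 and -0.49 for enterocytes, 0.29, -0.17 and -0.11 for goblet cells, 0.07, 0.28 and -0.19 for the distal small intestine, 0.21, 0.13 and 0.39 for proliferation and -0.02, 0.04 and 0.00 for the Y chromosome (0 of 4 tested). The remaining values were -0.59 and 0.49 (fibroblasts at W1 and W4), -0.65 and 0.76 (erythroid cells), -0.20 and 0.54 (Paneth cells at W4 and W12/16), 0.36 and 0.15 (proximal small intestine at W1 and W12/16), -0.02 and 0.03 (acinar cells), 0.15 (*Xist* at W4), -0.51 (immediate early genes at W4) and -0.04 (*Nnt* at W4). Of the plasma cell genes, *Sdc1* is also expressed by the tissue, with a mean of 7.53 in W12/16 GF mice. Lists of cell types other than the epithelium moved in both directions at W12/16. No explanation of these differences was tested except for the B cell list and the lists of position.

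Chance is argued against for the regulated genes, as 2, 1 and 1 of 100 splits of the libraries of W1, W4 and W12/16 gave as many genes as CONV-R against GF, the real split included. The highest other split gave 63, 213 and 373 genes, which at W1 is more than the 52 of the real split. Chance is also argued against for the genes that changed from W1 to W4 and from W4 to W12/16 in CONV-R and in GF mice, with 1 of 100 splits each. Of the counts of differentially methylated sites, that at W4 is beyond chance (1 of 100 splits), while at W1 (11 of 100) and W12/16 (7 of 100) chance cannot be excluded. For the genes with both changes, 2 of 100 splits gave as many at W1. As these genes rest on the W1 sites, and 10 reads in place of 5 gave 0 genes, chance is not taken as excluded for them. At W4 and W12/16 the number is 0, which all 100 splits reach by construction, so that the splits say nothing about chance at these stages. A count of 0 came from the beta-binomial regression joined to edgeR, and DESeq2 in place of edgeR gave 0 too, while regions kept on an unadjusted p gave 7 and 70 genes.

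For the sites called at W1, the sex of the pups is argued against, since the lowest *Xist* of the W1 libraries was 10.181 as log2(CPM + 1) and the highest Y chromosome list 0.325. Low coverage of the called sites is argued against as well, as they had a median coverage of 17.857 reads and the tested sites 16.286. These medians cannot show whether coverage was uneven between libraries, so that explanation stays open. With every W1 library covered, 111 sites were called, 39 of them shared with the 415, and 91.9% were lower in CONV-R mice, against 48.9%. X chromosome sites made up 8.92% of the calls and 1.70% of the sites tested at W1, with 30 of 37 lower in CONV-R mice, in 29 stretches. A lower read coverage of the X chromosome is argued against as the source, since with 10 reads the X share was still 6.49% against 1.41% (two-sided Fisher's exact p = 7.45e-05, with neighbouring sites counted as independent), and called X sites had a median coverage of 15.167 reads against 15.333 for all X sites tested. As 11 of 100 splits gave as many sites as CONV-R against GF at W1, chance stays open for the whole set. A difference in X inactivation between the groups stays open as a hypothesis, untested.

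The 4 sites called at all 3 stages were higher in CONV-R mice at each stage. Positions 6666884, 6666889 and 6666899 of chromosome 18 were at 36.7 to 62.5% in CONV-R and 0 to 3.45% in GF mice, and position 45024076 at 83.7 to 100.0% and 31.9 to 36.1%. They lie in 2 stretches more than 10 kb apart. An effect of the microbiota and a strain variant between the colonies, which the paper raises as genetic drift, cannot be told apart for these sites, since the colony and the status are the same split of the mice and no genotype was used here.

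The RRBS library labelled W12/16 CONV-R 1 sat with the GF libraries. At 28 sites in 15 stretches that separated CONV-R from GF mice at W1 and W4, chosen without the W12/16 libraries, its median position was 0.196, with GF at 0 and CONV-R at 1, and 5 of the sites lay nearer CONV-R. The other CONV-R libraries of the stage with such sites were at 1.09, 1.06 and 1.02 (CONV-R 4 had 0 sites). A swap with a W12/16 GF library is argued against, as the highest of these was at 0.248. A germ-free mouse in the CONV-R group is argued against if the number marks the same mouse, as the RNA-Seq library of that label sat at 1.157 over the genes called at W4. A mislabelled DNA sample is consistent with these values, and a swap with a sample outside the stage was not tested. Without this library 162 sites were called at W12/16, against 4 to 55 without any other, so that it may lower the count of 44. As the sites of the comparison were chosen on status, a strain variant that this mouse lacks stays open. The library was kept in all other values.

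*Gm16867* had 1 count in total over the 5 W12/16 CONV-R libraries and 1909 over the 5 GF libraries. It was the only gene with at most 1 count in every library of a group and at least 20 in every library of the other at W12/16 (at W4 this held for *Retnlb*, low in GF mice, and at W1 for 0 genes). At W4 and W1 it was lower in CONV-R mice by a log2 fold change of -1.58 and -0.57 in edgeR, and the latter lost its threshold without GF 3 (adjusted p = 0.0666) and in the fit of W1 alone (adjusted p = 0.102). The neighbouring genes *Slc25a37* and *Chmp7* were counted in both W12/16 groups, at 7289 and 1641 in CONV-R and 13336 and 1797 in GF mice. A strain or colony variant that removes this stretch of chromosome 14 in the W12/16 CONV-R mice is a candidate explanation. It cannot be told apart from a change of expression, because RRBS reads within the gene were found in 2 libraries of 29 (7 reads in W4 CONV-R 5 and 2 reads in W12/16 GF 1). The gene overlaps *Gm21451*, and reads that align to several places were not examined.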
